# Modulating p38 MAPK signaling by proteostasis mechanisms supports tissue integrity during growth and aging

**DOI:** 10.1038/s41467-023-40317-7

**Published:** 2023-07-28

**Authors:** Wang Yuan, Yi M. Weaver, Svetlana Earnest, Clinton A. Taylor, Melanie H. Cobb, Benjamin P. Weaver

**Keywords:** Ageing, Gene expression, Kinases, Cell signalling

## Abstract

The conserved p38 MAPK family is activated by phosphorylation during stress responses and inactivated by phosphatases. *C. elegans* PMK-1 p38 MAPK initiates innate immune responses and blocks development when hyperactivated. Here we show that PMK-1 signaling is enhanced during early aging by modulating the stoichiometry of non-phospho-PMK-1 to promote tissue integrity and longevity. Loss of *pmk-1* function accelerates progressive declines in neuronal integrity and lysosome function compromising longevity which has both cell autonomous and cell non-autonomous contributions. CED-3 caspase cleavage limits phosphorylated PMK-1. Enhancing p38 signaling with caspase cleavage-resistant PMK-1 protects lysosomal and neuronal integrity extending a youthful phase. PMK-1 works through a complex transcriptional program to regulate lysosome formation. During early aging, the absolute phospho-p38 amount is maintained but the reservoir of non-phospho-p38 diminishes to enhance signaling without hyperactivation. Our findings show that modulating the stoichiometry of non-phospho-p38 dynamically supports tissue-homeostasis during aging without hyper-activation of stress response.

## Abstract (web summary)

The extent of phosphorylated p38 MAPK is known to determine signaling. Here, the authors show the relative pool of non-phosphorylated p38 MAPK modulates signaling output to control growth, lysosome formation and neuronal integrity during early aging.

## Introduction

The p38 family consists of stress-sensing MAPKs that respond to diverse stimuli including chemical and physical stressors, microbial infections, as well as cytokine cues^1^. Licensing of p38 MAPK signaling pathways following physiological stressors relies on dual phosphorylation of the highly conserved TGY motif in the activation loop by upstream activating kinases. Recently, it was shown that both pathogenic and non-pathogenic stresses initiate multimerization of the membranous Toll/interleukin-1 receptor domain protein (TIR-1) receptor ultimately leading to activation of the PMK-1 immunity program in intestinal cells^2^. Molecular docking simulations indicated the mammalian TIR, TIRAP, binding of p38 is dependent on its own phosphorylation states^3^. These studies indicate the importance of upstream inflammatory responses enhancing p38 activation. Balancing this activation, phosphatases including dual specificity phosphatases (DUSPs) dephosphorylate the TGY motif, making for cycles of activation and deactivation^4^. In the case of *C. elegans* PMK-1 p38 MAPK, VHP-1 is the specific DUSP that limits PMK-1 phosphorylation^5,6^.

Stress response pathways have complex effects on aging. Longevity requires the integration of many processes including resolving protein aggregates, nutrient sensing, and genomic integrity among other factors^7^. PMK-1 was previously shown to activate the majority of pathogen response genes via the transcription factor ATF-7^8^ and the PMK-1-ATF-7 circuit is a key determinant for longevity in response to nutrient availability or infection^9^. Activation of SKN-1 (NRF) by PMK-1 is required to ensure longevity by maintaining proper redox balance^10,11^. Loss of the PMK-1-dependent pathogen-response program results in immunosenescence with aging, thereby shortening life span when animals are exposed to pathogenic bacteria^12,13^. Additionally, PMK-1 was recently shown to activate ubiquitination, SUMOylation and neddylation factors in response to bacterial infection^14^.

Caspases have been identified as key regulators of non-apoptotic cell fate during metazoan development. Muscle cell differentiation in mice requires chromatin reorganization by elimination of PAX7 and SATB2 by caspases-3/7^15,16^. Pluripotency potential is limited in an epidermal stem cell lineage in *C. elegans* by CED-3 caspase and UBR-1 E3 ligase-mediated elimination of LIN-28^17,18^. Asymmetric cellular fates for neuroblasts in *C. elegans* is determined by CED-1 (MEGF10 receptor) and CED-3 caspase antagonizing PIG-1 (MELK)-dependent mitotic potential^19^. Intestinal progenitor cell quiescence in *Drosophila* is determined by Dronc caspase regulation of Notch signaling^20^. These findings underscore the contribution of caspases working outside of cell death to ensure cell fate decisions. In contrast to caspase-mediated functions in development, much less is known about possible roles of caspase-mediated regulation of signaling in aging.

Proteostasis involves a complex network of factors ensuring native protein functions while also mitigating aberrant protein functions and this network is progressively challenged during aging^21–23^. The function of proteostasis in mitigating stress responses such as unfolded protein responses have clear consequences on longevity and degenerative diseases^24–27^. Long-lived mutants have enhanced proteostasis control including clearance of misfolded proteins^28^.

In addition to chaperone-mediated protein folding, proteostasis clearance pathways including the ubiquitin-proteasome system as well as the autophagy-lysosome pathway are critical to support the proteostasis network. Disruption of these degradation systems compromises health and lifespan^25^. The proteostasis network is best understood for its role in mitigating stressful or pathological states such as the heat shock response which requires integration of signaling between cells to sense and respond accordingly^25^. However, the impact of proteostasis on cell signaling pathways and its effects on normal tissue aging remains a major area for further understanding.

We recently reported that CED-3 caspase antagonizes a PMK-1-dependent anti-microbial function to promote post-embryonic development in *C. elegans*^29^. PMK-1 hyperactivation is critical for survival in the presence of pathogens or abiotic stressors but can become detrimental leading to stalled development^5,29–31^. Altogether, these findings suggest that p38 MAPKs may have broader functions in integrating cross-talk between stress responses and homeostatic programs. In this study, we investigated the role of PMK-1 signaling in maintaining tissue integrity during aging in the absence of stress. We find that PMK-1 signaling is enhanced during early aging and this function is protective to pain sensory neurons and promotes longevity. Surprisingly, the enhancement of this PMK-1 signaling results from modulating the stoichiometry of non-phospho-PMK-1. We further show that the well-established stalling of development by hyperactivation of p38 MAPK can be ameliorated by expanding the non-phospho PMK-1 pool without impacting accumulation of phospho-PMK-1.

## Results

### PMK-1 modulated by CED-3 caspase cleavage regulates lifespan

We previously identified *C. elegans* PMK-1 as a proteolytic substrate of CED-3 caspase using in vitro cleavage assays^29^. The CED-3 cleavage site is found among multiple p38 members from diverse animal phyla and located just beyond the core kinase domain at the beginning of the C-terminus (CT), which is highly conserved throughout metazoans (Fig. 1a-b). Alphafold models of *C. elegans* PMK-1 and human p38γ show that the cleavage site is solvent accessible suggesting this conserved region is exposed for caspase access (Supplementary Fig. 1a). The C-terminus in MAPK has been shown to be important for promoting active MAPK conformations, suggesting that cleavage within this region will impair p38 function.

**Fig. 1:**
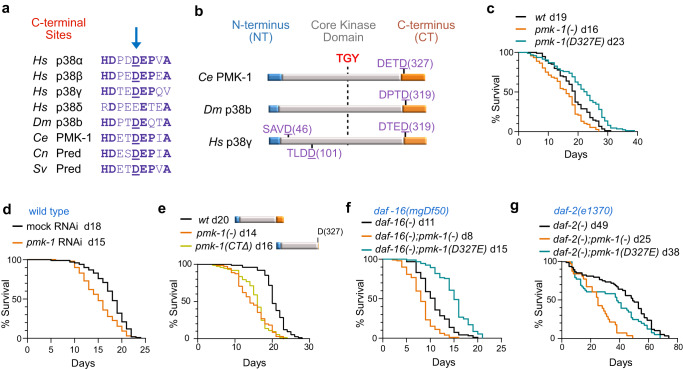
Caspase cleavage of p38 MAPK PMK-1 controls longevity in *C. elegans*. **a** Alignment of p38 homologs putatively conserved cleavage site (arrow) at the C-terminus. *Hs, H. sapiens; Dm, D. melanogaster; Ce, C. elegans; Cn, C. nigoni; Sv, S. vulgaris;* Pred, Predicted PMK-1 homologs. **b** A diagram showing p38 dual phospho-activation sequence (TGY) and predicted cleavage sites (DXXD). **c** Aging assay of wild type (wt), *pmk-1(-)* null and caspase cleavage resistant *pmk-1(D327E)* mutant animals. **d** Aging assay of wild type animals with *pmk-1* RNAi. **e** Aging assay of animals with PMK-1 C-terminal deletion *pmk-1(CTΔ)*. **f** Effects of *pmk-1(-)* null and caspase cleavage resistant *pmk-1(D327E)* mutations on *daf-16* (*foxo*) null mutant aging. **g** Effects of *pmk-1(-)* null and caspase cleavage resistant *pmk-1(D327E)* mutations on *daf-2* (*insulin receptor*) null mutant aging. **c**–**g** Median survival days indicated following letter d in the graph legend. Additional independent replicates of aging assays and statistics are shown in Supplementary Fig. 1 and Data 1. Source data are provided as a Source Data file.

In previous studies, loss of *pmk-1* function has been shown to compromise longevity during exposure to pathogenic bacteria but no effect on aging was revealed on non-pathogenic food when germline proliferation was blocked by treatment with FUDR^9,12^. We tested the effects of the *pmk-1* null mutant on aging when fed normal food (no FUDR) allowing for normal germline proliferation. We found that loss of *pmk-1* function had shortened adult lifespan under normal dietary conditions (Fig. 1c). Our results differ significantly from the previous findings when FUDR was used to stop germline proliferation. This difference is consistent with the tradeoff of fecundity versus proteostasis in determining lifespan^28,32^.

To abolish caspase cleavage of PMK-1, we used a *pmk-1(D327E)* cleavage-resistant mutation in the endogenous locus using CRISPR mutagenesis and outcrossed this strain multiple times (Methods)^29^. Changing aspartate to glutamate in this position abolishes cleavage^29^ but preserves charge. Moreover, glutamate is naturally occurring at this position in some p38 members and many MAPK homologs (Fig. 1a). In contrast to our findings of short-lived *pmk-1* null mutants (Fig. 1c), the caspase cleavage-resistant *pmk-1(D327E)* mutants had an extension of lifespan (Fig. 1c; Supplementary Fig. 1b; Supplementary Data 1). Consistent with the *pmk-1* null, wild-type animals fed *pmk-1* RNAi had shortened lifespan compared to mock RNAi treated animals (Fig. 1d, Supplementary Fig. 1c; Supplementary Data 1). Loss of the PMK-1 C-terminus (CTΔ) causes shortened lifespan similar to the *pmk-1(-)* null mutation suggesting that the cleaved protein is not functional (Fig. 1e and Supplementary Data 1). In addition to acting on PMK-1, CED-3 caspase has many other critical functions including germline apoptosis during adulthood. Thus, it is not surprising that we observed *ced-3* null mutants had diminished life span (Supplementary Fig. 1b and Supplementary Data 1).

Insulin signaling is essential for metabolic adaptation and basal stress resistance, functioning as a major determinant of longevity in nematodes^33,34^, flies^35,36^ and mice^37,38^. To determine the relationship between PMK-1 signaling and insulin-dependent longevity, we tested how *pmk-1* null and *pmk-1(D327E)* mutations impact the lifespans of *daf-16* (FOXO transcription factor) and *daf-2* (insulin receptor) mutants. We found that the cleavage-resistant *pmk-1(D327E)* mutation extended the lifespan of *daf-16-*deficient mutants, whereas *pmk-1* null mutants further reduced lifespan in animals with compromised *daf-16* function (Fig. 1f; Supplementary Fig. 1d and Supplementary Data 1). Extending lifespan of *daf-16* mutants by *pmk-1(D327E)* mutation suggests that a key sub-set of *pmk-1-*dependent genes act through additional transcriptional pathways supporting longevity. The *pmk-1(D327E)* mutation did not restore *daf-16* mutants to normal lifespan suggesting that PMK-1 works partially through DAF-16 (Supplementary Fig. 1e and Supplementary Data 1). Interestingly, both *pmk-1* null mutation and the cleavage-resistant mutation reduced longevity of *daf-2* deficient mutants (Fig. 1g and Supplementary Data 1). The reduction of *daf-2* longevity by *pmk-1* null mutation is consistent with previous work demonstrating that *daf-2-*enhanced pathogen resistance required intact *pmk-1*^12^. However, reduction of *daf-2* lifespan by *pmk-1(D327E)* suggests the possibility that heightened PMK-1 function can partially restore *daf-2* signaling.

### PMK-1 gene expression programs support tissue homeostasis

To understand how *pmk-1* null mutation and the cleavage-resistant *pmk-1(D327E)* mutation inversely impact longevity, we examined their effects on global gene expression programs using mRNA-seq (Fig. 2a and Supplementary Data 2). 

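For the mRNA-seq, total RNA of synchronized animals was extracted, poly-A RNA was purified and strand-specific libraries were sequenced as single-end reads of 76 bp. The 21 libraries analysed covered 9 genotypes. There were 3 libraries each of wild type, *pmk-1(-)*, the null mutant, and *pmk-1(D327E)*, whose caspase cleavage site is mutated, and 2 libraries each of the *daf-16* alleles *mgDf50* and *m26*, alone and combined with *pmk-1(-)* or *pmk-1(D327E)*. The paper describes the animals as day 1 young adults, whereas the sample labels give late L4 after 48 h on food at 20 °C. For its Western blots the paper collected day 1 adults after 48 h of feeding and L4 animals earlier. The hours of the labels thus match the stage given by the paper rather than late L4. The yolk genes *vit-1* to *vit-6*, which adults express, were above 381 TPM, the authors' transcript abundance scaled for gene length and library total, in every library. The authors trimmed and aligned the reads, removed duplicate alignments, counted reads per gene and deposited TPM values. Each library sums to the same total, so the number of reads behind a value is unknown and no counting error could be computed. The values were analysed as log2(TPM + 1) with limma in one fit of the 9 genotypes, which covered the 12843 genes with a mean of at least 1 TPM. Adjusted p-values are Benjamini-Hochberg values from this fit, and a gene was taken as changed at an adjusted p below 0.1, the threshold of Fig. 2a. Fold changes on this scale understate the change of genes with low values. The pseudocount, the filter on low genes and the replicate structure are the choices that could change the numbers.

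The 2 mutated genes were examined first. The level of *pmk-1* was 14.6 ± 0.654 TPM (SD, n = 3) in wild type, 11.3 ± 0.552 TPM (SD, n = 3) in *pmk-1(-)* and 13.5 ± 0.668 TPM (SD, n = 3) in *pmk-1(D327E)*. All 3 *pmk-1(-)* libraries lay below all 3 wild-type libraries, but the log2 fold change of -0.34 (standard error 0.10) did not pass the threshold (limma, adjusted p = 0.37), so the transcript was still present in the null mutant. In the *mgDf50* strains *daf-16* was at 6.12 to 7.78 TPM, against 44.2 to 46.4 TPM in wild type, a log2 fold change of -2.56 (standard error 0.10, limma, adjusted p = 9.93e-10) for the single mutant. In *daf-16(m26)* the level was 58.3 ± 1.63 TPM (SD, n = 2), which did not differ past the threshold (limma, adjusted p = 0.292).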

We observed that 76% of genes altered by the *pmk-1* null mutation were inversely regulated by the cleavage-resistant *pmk-1(D237E)* mutation (Fig. 2a). 

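Of the 12843 genes tested, 81 changed in *pmk-1(-)* against wild type, 12 higher and 69 lower. In *pmk-1(D327E)* 58 of these 81 genes moved in the opposite direction, which is 71.6% (95% Wilson interval 61.0% to 80.3%, which treats genes as independent). The opposite movement held for 49 of the 69 genes that fell and for 9 of the 12 that rose. All 3 *pmk-1(D327E)* libraries lay on the opposite side of the wild-type mean for 44 of the 81 genes (54.3%), and 3 genes (3.7%) also changed past the threshold in *pmk-1(D327E)* itself. A further 4 genes passed the threshold in *pmk-1(D327E)* in the same direction as in *pmk-1(-)*. Among them *F25E5.1* and *snt-2* were lower than in wild type in all 8 mutants. Both comparisons use the same wild-type libraries, which alone pulls their fold changes into the same direction. In 100 simulated draws with an unchanged *pmk-1(D327E)*, 41.3% of the called genes were opposite on average (central 95% of draws 32.3% to 50%), below the observed share. Over the *pmk-1*-dependent genes of Supplementary Data 2, 97 (75.2%) were opposite, against 50.7% in the simulated draws (40.7% to 60.9%). The draws used independent errors for each gene and library. Genes or libraries that deviate together were not modelled, so both simulated ranges may be too narrow.

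The number of changed genes depended on how the replicates entered the fit. Replicate numbers pair the *pmk-1(-)* and wild-type libraries, and with the replicate number as a block 215 genes changed, including all 81. Of these 215 genes 60.5% were opposite. Without *pmk-1(-)* replicate 2 the count was 190, without wild type replicate 1 it was 52 and without wild type replicate 3 it was 53.

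**Figure D1:**
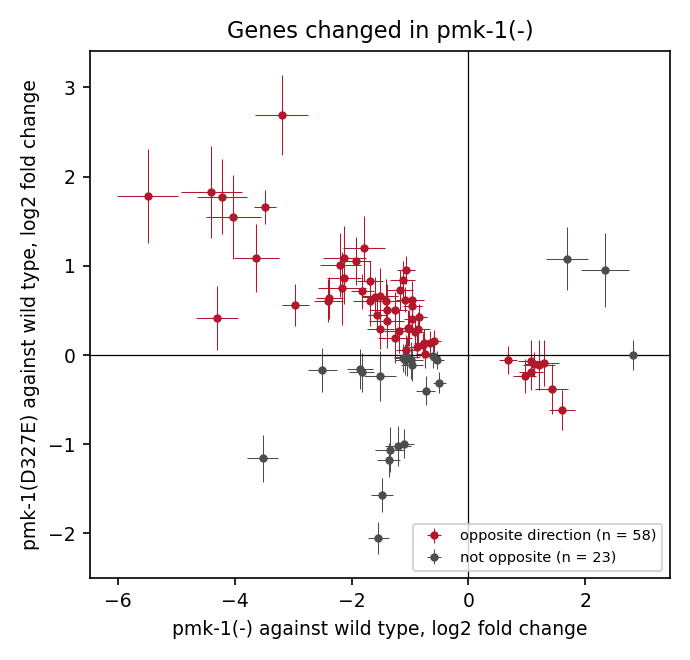
Log2 fold changes, on the log2(TPM + 1) scale, of the 81 genes changed in pmk-1(-), with pmk-1(-) on the horizontal axis and pmk-1(D327E) on the vertical axis, both against wild type (n = 3 libraries per genotype). Bars are standard errors from limma; 58 genes, in red, lie on opposite sides of 0 in the 2 mutants and 23 genes, in grey, do not, 1 of them because it is listed at 0 TPM in wild type and pmk-1(D327E).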

We then performed enrichment analysis for genes altered by loss of *pmk-1* function. Consistent with previous findings^12,13^, loss of *pmk-1* resulted in a significant decline in innate immunity genes (Fig. 2b). 

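Supplementary Data 3 lists 33 innate immunity genes, which the study drew from these libraries. In *pmk-1(-)* 30 of the 33 were lower than in wild type and 3 were higher, with a median log2 fold change of -1.69. Over all genes tested 24 of them passed the threshold, 23 lower and 1 higher. Adjusted over the list alone all 33 did, which is not independent evidence because the list was chosen on the same samples. *T24B8.5* fell from 19.1 ± 4.43 TPM (SD, n = 3) in wild type to 0.774 ± 0.154 TPM (SD, n = 3), a log2 fold change of -3.48 (standard error 0.19, limma, adjusted p = 2.69e-07). *nlp-31* fell from 29.7 ± 5.24 TPM (SD, n = 3) to 0.568 ± 0.394 TPM (SD, n = 3), with a log2 fold change of -4.31 (standard error 0.36, limma, adjusted p = 1.3e-05). The lysozyme gene *lys-2* had a log2 fold change of -3.63 (standard error 0.38, limma, adjusted p = 0.000123), although its wild-type libraries ranged from 20.3 to 67.8 TPM. The largest fall of a listed gene was that of *C17H12.8*, with a log2 fold change of -4.40 (standard error 0.52, limma, adjusted p = 0.000381). The annotated 21-nt gene *21ur-13425* lies inside *C17H12.8* in the WBcel235 annotation and fell with it, so the values of the pair are not separate measurements. *nlp-29* did not pass (log2 fold change -1.95, limma, adjusted p = 0.188), but passed with the replicate number as a block, and without *pmk-1(-)* replicate 1. With only the *pmk-1(-)* and wild-type libraries in the fit, 9 of the 33 genes passed.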

Intriguingly, we also found altered expression of lytic vacuole genes, extracellular components, such as collagens and proteases, posterior ventral process D (PVD) sensory neuron genes, as well as intestine genes (Fig. 2b).

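The gene lists of Supplementary Data 2 and 3 were examined in *pmk-1(-)* against wild type, and the lists overlap. Of the 25 lysosomal genes, which stand for the lytic vacuole term, 24 had a mean of at least 1 TPM, and 5 of these changed past the threshold over all genes tested, namely *cpr-1*, *cpr-4*, *cpi-1*, *lys-2* and *Y87G2A.19*. With the replicate number as a block 16 passed, without *pmk-1(-)* replicate 2 10 passed, and without wild type replicate 1 or 2 3 passed. Adjusted over the list alone 23 of the 24 passed, with the same limit that the study chose the genes on these libraries. The cathepsin B-like protease gene *cpr-1* rose from 110 ± 15.8 TPM (SD, n = 3) to 339 ± 78.5 TPM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.22, limma, adjusted p = 0.00178). *cpr-4* rose by a log2 fold change of 1.43 (standard error 0.28, limma, adjusted p = 0.0335), with *pmk-1(-)* libraries from 96.0 to 235 TPM. This change no longer passed without *pmk-1(-)* replicate 1 or 3, or without wild type replicate 1 or 2, where the log2 fold change was between 1.17 and 1.44. Of the 14 extracellular genes 12 could be tested, and 5 passed over all genes, 11 with the replicate number as a block and 12 adjusted over the list alone. Leaving out 1 library moved the number of extracellular genes that passed between 3 and 9. Of the 42 PVD genes 38 could be tested, and 23 passed over all genes, 4 higher and 19 lower, against 38 adjusted over the list alone. PVD is a sensory neuron, but RNA of whole animals was sequenced, so the values do not show the cell in which a listed gene changed. A separate list of intestine genes was not analysed here.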

**Fig. 2:**
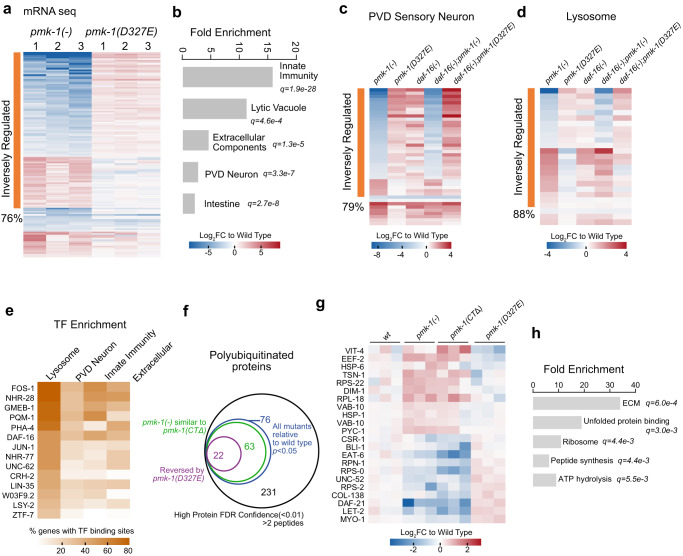
PMK-1 signaling is regulated by caspase cleavage supporting tissue homeostasis. **a** mRNA-Seq analysis to identify *pmk-1*-dependent genes regulated by caspase cleavage in day 1 young adults. *n* = 3 biological replicates for each genotype. FDR < 0.1 for *pmk-1(-)*. Log2-fold change of each replicate for *pmk-1(-)* and *pmk-1(D327E)* compared to wt was shown as heat map. **b** Pathway enrichment of PMK-1 regulated genes. **c-d** *pmk-1-*dependent sensory neuron and lysosome genes for *daf-16* dependence. PMK-1-dependent genes clustered by inverse regulation with PMK-1(D327E) and plotted with Log2-fold change compared to wild type. n = 2 biological replicates. **e** Frequency of transcription factor binding sites in proximal promoters of *pmk-1* dependent genes (Datasource: Wormbase). **f** Diagram depicting overlapping of change in polyubiquitinated protein shared between *pmk-1(-)* and *pmk-1(CTΔ)* compared to wild type. *n* = 3 biological replicates. **g** Heatmap of Log_2_ Fold change of polyubiquitinated proteins that are inversely regulated by *pmk-1(-)* and *pmk-1(D327E)* compared to wild type. *n* = 3 biological replicates. **h** Pathway enrichment of polyubiquinated proteins that are inversely regulated by *pmk-1(-)* and *pmk-1(D327E)*. **b**, **h** Wormbase GeneSet Enrichment tool. Source data are provided as a Source Data file.

We examined the PVD sensory neuron and lysosomal gene sets further for their effects on expression with and without functional *daf-16(FOXO)*. Most genes altered by loss of *pmk-1* are also affected by loss of *daf-16*, suggesting PMK-1 signaling and DAF-16 co-regulate these genes. However, the inverse effects of *pmk-1(-)* null versus *pmk-1(D327E)* for both PVD (Fig. 2c) and lysosomal genes (Fig. 2d) were not grossly altered by *daf-16* status, indicating there are other transcription factors in this regulatory network. 

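The PVD and lysosomal lists were compared between each *daf-16* single mutant (n = 2 libraries) and wild type (n = 3 libraries). In *daf-16(mgDf50)* 2 of the 38 PVD genes tested changed past the threshold over all genes, *F35E12.5* higher and *F25E5.1* lower, as it was in all 8 mutants. Adjusted over the list alone 18 passed, and 18 had an unadjusted p below 0.05. None of the 24 lysosomal genes tested passed over all genes, 1 passed adjusted over the list alone, and 5 had an unadjusted p below 0.05. In *daf-16(m26)* 2 PVD genes passed over all genes and 4 adjusted over the list alone. For the lysosomal genes these numbers were 0 and 3, with 5 at an unadjusted p below 0.05. The absolute log2 fold change exceeded 0.5 for 23 of the 42 PVD genes and 9 of the 25 lysosomal genes in *daf-16(mgDf50)*, and for 16 and 6 of them in *daf-16(m26)*. Most listed genes were higher in the *daf-16* mutants: 37 of 42 PVD genes and 19 of 25 lysosomal genes in *daf-16(mgDf50)*. In the authors' deposited table for *daf-16(mgDf50)*, 7 PVD genes and 0 lysosomal genes had an FDR below 0.1, and 21 and 7 had an unadjusted p below 0.05. With the replicate number as a block, 23 PVD and 12 lysosomal genes passed in *daf-16(mgDf50)* and 12 and 9 in *daf-16(m26)*.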

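The effect of each *pmk-1* mutation was also computed within the *daf-16(mgDf50)* background, double mutant against *daf-16* single mutant, 2 libraries each. The *pmk-1(-)* and *pmk-1(D327E)* effects were opposite for 35 of the 42 PVD genes (83.3%) and 19 of the 25 lysosomal genes (76.0%). With *daf-16* intact they were opposite for 34 of 42 and 22 of 25 genes. Simulated draws had no *pmk-1(D327E)* effect and independent errors, so their ranges may be too narrow. In this background they gave on average 19.5 PVD genes (central 95% of draws 13.5 to 25.5) and 11.1 lysosomal genes (6 to 15). With wild type in place of *daf-16(mgDf50)* as the control, the counts were 31 and 13. The fall of *T24B8.5* in *pmk-1(-)* had a log2 fold change of -3.35 (standard error 0.24, limma, adjusted p = 7.79e-06) within *daf-16(mgDf50)*. A test of the difference itself, the interaction of *pmk-1(-)* with *daf-16(mgDf50)*, passed for 0 of the 38 PVD genes and 0 of the 24 lysosomal genes tested over all genes, with 12 and 5 at an unadjusted p below 0.05. Adjusted over the list alone, it passed for 10 PVD genes and 0 lysosomal genes. The interaction of *pmk-1(D327E)* with *daf-16(mgDf50)* passed for 1 PVD gene, *F25E5.1*, which was lower than in wild type in all 8 mutants. Leaving out 1 library moved the number of opposite PVD genes between 27 and 36 and that of lysosomal genes between 17 and 20. From the inverse effects with and without *daf-16*, the paper concludes that further transcription factors act in this network.

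**Figure D2:**
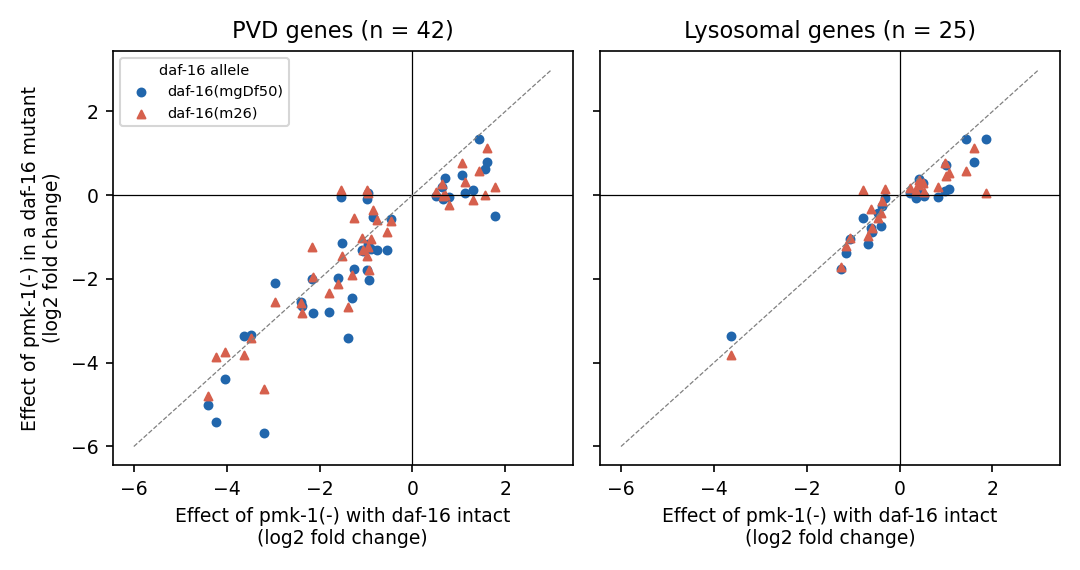
Effect of pmk-1(-) as log2 fold change on the log2(TPM + 1) scale with daf-16 intact (horizontal axis) and in a daf-16 mutant (vertical axis), for the 42 PVD genes on the left and the 25 lysosomal genes on the right; circles are daf-16(mgDf50), triangles daf-16(m26) and the dashed line marks equal effects. In daf-16(mgDf50) 37 PVD genes and 22 lysosomal genes moved in the same direction as with daf-16 intact.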

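The comparison was repeated with *daf-16(m26)*, for which 2 libraries each of the single mutant and the double mutants with *pmk-1(-)* and *pmk-1(D327E)* were sequenced. Within this background the effects of *pmk-1(-)* and *pmk-1(D327E)* were opposite for 37 of the 42 PVD genes (88.1%) and 21 of the 25 lysosomal genes (84.0%). Simulated draws without a *pmk-1(D327E)* effect and with independent errors gave on average 19.0 and 10.9 genes. The *pmk-1(-)* effect had the same direction as with *daf-16* intact for 36 PVD genes and 23 lysosomal genes. Across genes, which are not independent replicates, the correlation of these effects was 0.90 for PVD genes and 0.91 for lysosomal genes. Leaving out 1 library gave 26 to 37 opposite PVD genes and 19 to 22 opposite lysosomal genes. Between the *daf-16* single mutants and wild type, 84.5% of the 12843 genes tested moved in the same direction with both alleles. Simulated unchanged alleles that share the wild-type libraries gave 63.1% on average. These draws used independent errors for each gene. On the first axis of variation between libraries, wild type had a mean of -24.38, *daf-16(mgDf50)* 8.77 and *daf-16(m26)* 17.24. This axis held 52.2% of the variance, so a shift along it shared by both mutants would raise the share too. The comparison therefore does not separate effects of *daf-16* from such a shift.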

Another *daf-16* mutation had comparable findings (Supplementary Fig. 2a, b). Importantly, loss of *pmk-1* resulted in dysregulation for both neuronal and lysosomal genes including some genes upregulated while others were down-regulated (Fig. 2c, d). 

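In *pmk-1(-)* 12 of the 42 PVD genes were higher than in wild type and 30 were lower, and 13 of the 25 lysosomal genes were higher and 12 lower. Log2 fold changes of the PVD genes ran from -4.40 to 1.79 and those of the lysosomal genes from -3.63 to 1.86. Past the threshold over all genes, 3 lysosomal genes were higher and 2 were lower. Of the PVD genes that fell 28 of 30 moved the other way in *pmk-1(D327E)*, against 6 of the 12 that rose. For the lysosomal genes these numbers were 10 of 12 and 12 of 13.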

We were particularly interested in these results given the importance that maintaining proper stoichiometry of organelle components has on maintaining proteostasis.

Based on our findings that *daf-16* was not strictly required for PMK-1 regulation of lysosomal and neuronal genes, we examined the proximal promoters of the inversely regulated genes to identify potential other transcription factor binding site enrichments (Fig. 2e and Supplementary Data 3). These enrichments were then compared to PMK-1-dependent PVD neuronal, innate immunity, and extracellular matrix genes (Fig. 2e). DAF-16 was among the top enriched TFs, consistent with the mRNA-seq results that many lysosomal genes that altered by loss of *pmk-1* are also affected by loss of *daf-16*. In addition to DAF-16, we also observed a dozen more TFs that have binding sites for more than 30% of lysosomal genes that were altered by loss of *pmk-1*. 

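Supplementary Data 3 marks 13 of the 25 lysosomal genes as having a DAF-16 binding site and 12 as having none. The mean absolute log2 fold change in *daf-16(mgDf50)* against wild type was 0.285 for the genes with a site and 0.518 for those without (two-sided permutation test, p = 0.0753, Benjamini-Hochberg adjusted over both alleles 0.137). In *daf-16(m26)* the means were 0.242 and 0.432 (two-sided permutation test, p = 0.137, adjusted 0.137). Neither difference passed 0.05, and in both alleles the genes without a site had the larger mean.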

Altogether, our findings predict a model whereby PMK-1 p38 MAPK signaling works with a network of transcription factors to integrate inputs from other pathways such as insulin signaling to regulate gene expression programs.

In addition to gene expression, we investigated how the *pmk-1* null and *pmk-1(D327E)* cleavage-resistant mutation impact protein clearance by the proteasome degradation pathway. We enriched for poly-ubiquitin conjugated proteins following a brief treatment with Bortezomib to accumulate proteasome substrates. We found that total K48-linked protein accumulation was comparable amongst all strains (Supplementary Fig. 2c–e). We then identified poly-ubiquitin conjugated proteins by mass-spectrometry and analyzed their alterations in all *pmk-1* mutants (Fig. 2f and Supplementary Data 4). We found that more than 80% poly-ubiquitin conjugated proteins altered in *pmk-1* null were also similarly altered in *pmk-1(CTΔ)* mutants (Fig. 2f). This finding paralleled their similar phenotypes in reduced longevity.

The poly-ubiquitin conjugated proteins were then analyzed for GO term enrichments using the Wormbase enrichment toolkit. We found several cellular processes inversely targeted for degradation in the *pmk-1(-)* null versus the cleavage-resistant *pmk-1(D327E)* mutants including extracellular matrix structural constituent, unfolded protein binding, peptide synthesis and ATP hydrolysis (Fig. 2g, h, Supplementary Fig. 2f). 

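In *pmk-1(D327E)* 10 genes changed against wild type, 4 higher and 6 lower, and 132 of the 12843 genes tested had an unadjusted p below 0.05. The largest rise among innate immunity genes was that of *F35E12.5*, from 19.7 ± 9.21 TPM (SD, n = 3) to 125 ± 8.05 TPM (SD, n = 3), a log2 fold change of 2.69 (standard error 0.45, limma, adjusted p = 0.0367). The rise no longer passed the threshold when any library other than wild type replicate 1 was left out, where the log2 fold change was between 2.45 and 2.73. *F35E12.5* fell to 1.13 ± 0.318 TPM (SD, n = 3) in *pmk-1(-)*. *T24B8.5* was at 62.6 ± 14.6 TPM (SD, n = 3) in *pmk-1(D327E)*, a log2 fold change of 1.66 (standard error 0.19, limma, adjusted p = 0.00184). Over the 33 innate immunity genes, 31 were higher in *pmk-1(D327E)* than in wild type, with a median log2 fold change of 0.65. Of these genes 2 passed the threshold over all genes and 18 adjusted over the list alone. *F25E5.1*, a listed PVD gene, fell in both mutants, with log2 fold changes of -2.05 in *pmk-1(D327E)* (limma, adjusted p = 6.91e-05) and -1.55 in *pmk-1(-)* (limma, adjusted p = 0.000371). It was lower than in wild type in each of the 8 mutants. Leaving out 1 library gave between 5 and 10 changed genes in *pmk-1(D327E)*.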

Altogether, our findings suggest that the cleavage-resistant *pmk-1(D327E)* mutant behaves oppositely to the *pmk-1* null mutant and has heightened p38 signaling in transcriptional programs. In addition to innate immunity, we find p38 signaling regulates both gene expression and degradation programs underlying tissue homeostasis.

### PMK-1 regulates lysosome formation and activity

The lysosomal branch of protein clearance is key to support proteostasis and tissue dynamics^39–42^. Long-lived mutants have recently been shown to retain young adult lysosome morphology as they progress into aging^43^. Because we observed the altered lysosomal gene expression by loss of *pmk-1*, we further investigated if altered lysosomal function contributes to shortened lifespan of *pmk-1(-)* mutants. Lysosomes function in complex organelle trafficking as they fuse with a variety of membrane-bound cargo. After lysosome fusion with the autophagosome, the autolysosome resolves cargo and subsequent tubulation regenerates lysosomes upon scission in a multi-step process^44,45^. Tubules are thought to represent autolysosome extensions and can indicate a compromised ability to reform lysosomes as they progressively elongate^45^, consistent with failure to mitigate proteostasis challenges with aging.

Using the *P*_*CED-1*_*::nuc-1::*mCherry marker which localizes the NUC-1::mCherry fusion protein inside epidermal lysosomes^43^, we monitored lysosome morphology during aging. For comparable quantitation, we imaged the same anatomical location across all animals and quantified all puncta and tubules in the views. At the onset of adulthood (day 1), lysosomes in wild-type animals were mostly particulate, with very few visible tubules (Fig. 3a). Following egg-laying (day 5) during early aging, wild-type animals displayed increased tubular lysosome structures (Fig. 3a, b). We observed that *pmk-1* null and *pmk-1(CTΔ)* mutants had enlarged lysosome structures at the onset of adulthood (day 1) and continued with aging (day 5) (Fig. 3a, b and Supplementary Fig. 3a, b). In contrast, cleavage-resistant *pmk-1(D327E)* mutants maintained youthful lysosomes with smaller particle size and much reduced tubular formation on day 5 of adulthood compared to wild-type (Fig. 3a, b). Elimination of PMK-1(D327E) protein using an auxin-induced degron (AID) tag resembled both the *pmk-1(-)* null and *pmk-1(CTΔ)* mutants with enlarged lysosome structures (Supplementary Fig. 3c), further confirming that the opposite lysosomal phenotypes are *pmk-1*-dependent. It has been shown that long lived mutants such as *daf-2* null animals maintain very uniform particle size with few tubular structures^43^ similar to our observation for *pmk-1(D327E)* mutants. Intriguingly, wild-type and *ced-3* null mutants displayed comparable average particle size and tubular lysosome structures on day 1 and day 5 of adulthood (Fig. 3b). However, *ced-3* null mutants displayed increased variability in both particle and tubular structures. These results suggest that in addition to PMK-1, the caspase may act on additional factors that affect lysosome function.

**Fig. 3:**
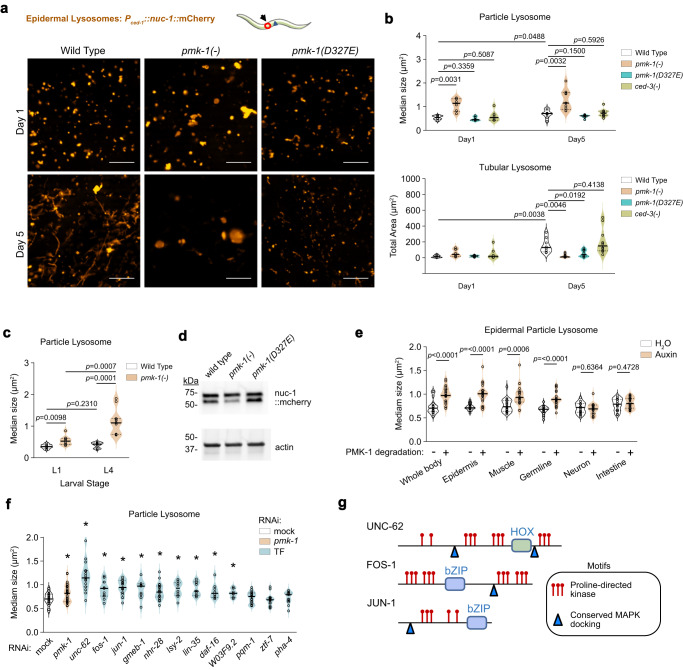
Cell non-autonomous PMK-1 signaling is required for lysosome formation and activity. **a**, **b** Pseudo-colored epidermal lysosome marker (*P*_*CED-1*_*::NUC-1::mCherry*) and quantification of particle lysosome size and total tubular lysosome area on Day 1 and Day 5 adulthood. Scale bar, 10 μm. Arrow and red circle indicate anatomical position of imaging. All particles and tubules in view of all images were plotted as median area (particles) or total area (tubules). Each open circle dot within the violin plot represents median value of all particles imaged in 1 animal or total area of tubules in 1 animal. Day1, all genotypes *n* = 6 animals. Day5, wt n = 8, *pmk-1(-)* *n* = 9, *pmk-1(D327E)* *n* = 8, *ced-3(-)* *n* = 10 animals. **c** First (L1) and final (L4) larval stage epidermal lysosome particle size quantification. WT L1 *n* = 9, wt L4 *n* = 10, *pmk-1(-)* L1 *n* = 8, *pmk-1(-)* L4 *n* = 11 animals. **d** Western blot of NUC-1::mCherry protein showing *pmk-1-*dependent processing. Data from one experiment with hundreds of worms per sample. **e** Lysosome particle sizes of day 1 adult with tissue-specific elimination of PMK-1 protein. Data pooled from two independent experiments. Whole body±degradation *n* = 17/19; Epidermis±degradation *n* = 20/20; Muscle±degradation *n* = 22/21; Germline±degradation *n* = 18/22; Neuron±degradation *n* = 19/17; Intestine±degradation *n* = 16/20. **f** RNAi test of transcription factors identified by promoter analysis (Fig. 2e) on epidermal lysosome particle size. Data pooled from three independent experiments. Each experiment includes a subset of transcription factors. Mock and *pmk-1* RNAi performed each time as negative and positive controls. Mock: *n* = 27, *pmk-1*: *n* = 33, *unc-62*: *n* = 15, *fos-1*: *n* = 11, *jun-1*: *n* = 19, *gmeb-1*: *n* = 9, *nhr-28*: *n* = 22, *lsy-2*: *n* = 10, *lin-35*: *n* = 9, *daf-16*: *n* = 8, *W03F9.2*: *n* = 10, *pqm-1*: *n* = 21, *ztf-7*: *n* = 14, *pha-4*: *n* = 13 animals. **g** Motif analysis for Proline-directed phosphorylation sites and conserved MAPK docking of TFs. **b,c,e,f** *p* value from unpaired, two-tailed Welch’s t-test. **f** asterisk, *p* < 0.05. Exact *p* values for **f** provided in Source data. Source data are provided as a Source Data file.

The lysosome enlargement for *pmk-1* null animals is progressive from the first (L1) to the final (L4) larval stages (Fig. 3c). To examine functional effects on lysosome proteolytic processing, we monitored NUC-1::mCherry processing for Day 1 adults and found that loss of *pmk-1* function had reduced processing (Fig. 3d). The findings of lysosomal morphology and function parallel our observations that *pmk-1* null mutants have shortened life spans whereas *pmk-1(D327E)* mutants display prolonged life spans.

We examined whether the defective enlargement of lysosomes was cell autonomous for PMK-1 signaling using a series of tissue-specific TIR1 E3 ligase mutants that target the auxin-inducible degron on the N-terminus of PMK-1 (Supplementary Fig. 4). Tissue-specific expression of TIR1 E3 ligase was achieved using promoters with defined expression patterns (Supplementary Fig. 4b)^46,47^. Whole body elimination of PMK-1 function showed enlarged lysosomes at day 1 adulthood (Fig. 3e) similar to our findings for the *pmk-1* null mutant. Loss of PMK-1 specifically in epidermis also showed enlarged epidermal lysosomes (Fig. 3e) suggesting that lysosome trafficking has a *pmk-1-*dependent cell-autonomous component.

We further tested other tissues and revealed cell non-autonomous p38 signaling for lysosome formation. Consistent with our findings that PMK-1 is expressed in multiple tissues (Supplementary Fig. 4), we found that PMK-1 functions in muscle and germline are required for epidermal lysosome formation. Because lysosomes are a major clearance pathway for proteostasis, our results indicate that epidermal proteostasis is supported directly within the epidermis as well as by distal tissues including the germline and muscle. Our findings that germline PMK-1 supports organismal proteostasis provided a potential mechanism for the observation that loss of *pmk-1* results in shortened lifespan with germline proliferation.

Based on our identification of transcription factors (TFs) enriched for binding sites in lysosomal genes (Fig. 2e), we tested the top 12 TFs for defects in lysosomal morphology. We found that loss of the Meis homeobox ortholog *unc-62* by RNAi had the most significant increase in epidermal lysosome particle size (Fig. 3f). Loss of seven other transcription factors by RNAi including *fos-1* (FOS), *jun-1* (JUN), *gmeb-1* (GMEB), *nhr-28* (HNF4), *lsy-2* (ZNF18), *lin-35* (RBL) and *daf-16* (FOXO) also had significantly increased lysosome particle size (Fig. 3f), suggesting that PMK-1 signals a complex transcriptional network to regulate lysosomal genes.

The p38 MAPK family mediates signaling by phosphorylation of serine or threonine residues on target proteins with a canonical proline-directed motif (S/TP) and substrates typically contain a MAPK-docking motif. Based on consensus sequences, UNC-62, FOS-1, and JUN-1 are enriched for proline-directed motifs and each contain at least 1 docking motif (Fig. 3g and Supplementary Fig. 5a). We analyzed strains bearing GFP fusions of these transcription factors^48,49^ (Supplementary Data 5) for alterations in total protein or extent of phosphorylation (Methods). When treated with *pmk-1* RNAi, we observed alterations of phospho-forms or total protein accumulation for all three transcription factors (Supplementary Fig. 5b). Based on the structural motifs along with alterations in phospho-status or protein stability, it is conceivable that these transcription factors are directly regulated by a MAPK signaling cascade.

### PMK-1 signaling supports neuronal integrity during aging

Lysosomes are essential for organismal proteostasis. Neurons are particularly sensitive to declines in organismal proteostasis and succumb to deficits in cellular clearance pathways. Loss of neuronal integrity is a significant feature of aging throughout animal phyla and aging modulates the trajectory of neurodegenerative processes^50–53^. Because our gene expression data also revealed significant enrichments for neuronal genes regulated by PMK-1, we evaluated aging phenotypes associated with neurons in *C. elegans*. Using a pan-neuronal marker, *P*_*RGEF-1*_*::*DsRed^54^, we found that *pmk-1* null, *pmk-1(D327E)*, and *ced-3* null mutants had normal neuronal morphology at young adulthood (day 1) (Supplementary Fig. 6a, b). By day 8 of adulthood, about half of wild-type animals had disrupted morphology in the large lateral mid-body sensory neurons with obvious puncta demonstrating a progressive decline in neuronal integrity with aging (Fig. 4a, b). Strikingly, this decline in neuronal integrity was accelerated in the majority of *pmk-1* null and *pmk-1(CTΔ)* mutants as well as *pmk-1* RNAi of wild-type animals by day 8 of adulthood (Fig. 4a, b and Supplementary Fig. 6c–e). In contrast, we saw that both the cleavage-resistant *pmk-1(D327E)* and *ced-3* mutants were protective for neuronal morphology with aging (Fig. 4a, b).

**Fig. 4:**
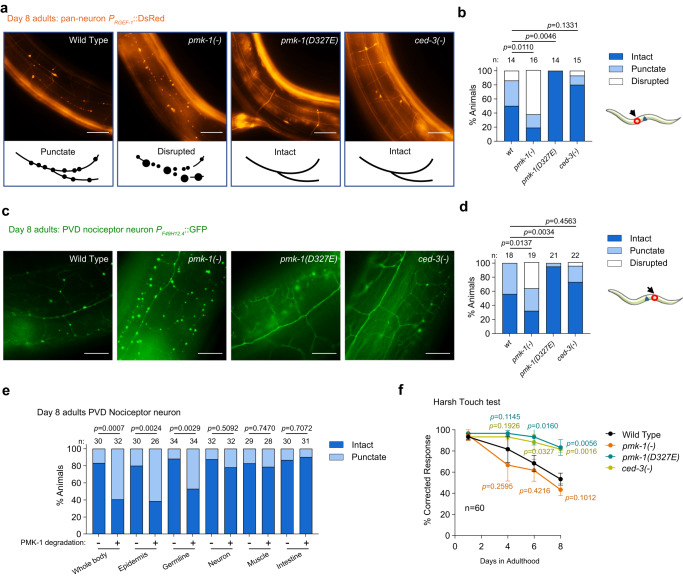
Caspase cleavage of PMK-1 regulates integrity of sensory neurons during aging. **a**, **b** Representative images and quantification of large lateral mid-body sensory neurons during aging depending on PMK-1 signaling regulated by caspase cleavage. Neurons were visualized using a pan-neuronal marker (*P*_*RGEF-1*_*::DsRed*, pseudo color). Scale bar, 50 μm. Continuous tracts (intact), nerves with punctate foci (punctate), and disrupted nerves with large foci (disrupted). Arrow and red circle indicate anatomical position of imaging. n, number of animals. Neuron integrity *p* value from Chi-square test for trend. **c**, **d** Representative images and quantification of PVD sensory neurons visualized using a PVD/AQR-specific marker (*F49H12.4::GFP*, pseudo color). Scale bar, 20μm. **e** Quantification of PVD neuronal integrity with tissue-specific elimination of PMK-1. *n* number of animals pooled from two independent experiments. *p* value from Fisher’s exact test. **f** Harsh-touch behavioral assay. Animals scored for course reversal following harsh-touch stimulus. dot, mean value of 3 independent experiments with *n* = 20 animals per experiment. Data are presented as mean values ± SD. *p* value from two-tailed, unpaired t-test. Source data are provided as a Source Data file.

Using a reporter specific for pain sensory neurons (posterior ventral process D, PVD), we confirmed that loss of *pmk-1* function led to an accelerated decline in integrity of the PVD sensory neurons with obvious puncta whereas the cleavage-resistant *pmk-1(D327E)* mutation showed a strong protective affect for neuronal integrity with few puncta, long continuous tracts and branching (Fig. 4c, d). These findings suggest that although p38 MAPK signaling is not required for development of these neurons it is a key regulator that can be modulated to protect neuronal integrity with aging.

We examined cell autonomy of PMK-1 in supporting PVD neuronal integrity. Using the series of tissue-specific TIR1 E3 ligase-expressing strains to target the auxin-inducible degron on the N-terminus of PMK-1, we found that loss of PMK-1 function in the whole body, the epidermis and the germline had significant declines in PVD neuronal integrity (Fig. 4e). Revealing key functions for epidermal and germline PMK-1 signaling in supporting PVD neuronal integrity was similar to our findings for lysosome function. It is further intriguing that the PVD sensory neurons are anatomically connected with the epidermis. Previous work in *C. elegans* established the importance of extruding toxic protein aggregates and damaged mitochondria as exophers to support touch neuron proteostasis during neurotoxic stress and that the hypodermis (epidermis) is important for recognition and degradation of the extruded expohers^55^. In our case, disruption of p38 signaling in the epidermis compromising the epidermal lysosomes may contribute to compromising the anatomically-associated sensory neurons in a similar fashion.

To examine the functional impact of PMK-1 signaling on PVD neurons during aging, we utilized a harsh-touch PVD-neuron dependent behavioral assay. At day 1 of adulthood, all animals correctly reversed their course in response to harsh-touch (Fig. 4f). This is consistent with our findings that PVD neurons form normally in *pmk-1* null mutants (Supplementary Fig. 6a, b). By day 8 of adulthood, we found that wild-type animals had a strong reduction in harsh-touch reversal (Fig. 4f). This trend was accelerated in *pmk-1* null mutants. In contrast, *pmk-1(D327E)* and *ced-3(-)* null mutants demonstrated an extended phase of youthful responsiveness (Fig. 4f).

### Phospho-p38 maintained but non-phospho-p38 dynamic in aging

Because we observed that *pmk-1(D327E)* mutant had heightened PMK-1 signaling in gene expression supporting longevity, we asked how CED-3 cleavage of PMK-1 enhances PMK-1 signaling. We first tested whether *pmk-1(D327E)* mutants have increased PMK-1 phosphorylation (pPMK-1). To examine protein expression during development and aging, we used CRISPR mutagenesis to add an HA tag at the N-terminus of both endogenous PMK-1 and cleavage-resistant PMK-1(D327E). Adding tags at the N-terminus of PMK-1 does not affect function as determined by induction of a *pmk-1*-dependent reporter and comparable expression profiles (Supplementary Fig. 7a).

Surprisingly, the amount of pPMK-1(D327E) was similar to wild-type pPMK-1 during both larval development and aging (Fig. 5a–d and Supplementary Fig. 7b, c). However, total PMK-1(D327E) protein was reduced by ~50% at each stage of larval development and throughout aging compared to wild-type (Fig. 5a–d and Supplementary Fig. 7b, c). Steady state *pmk-1* mRNA was comparable between wild-type and the cleavage-resistant mutant (Supplementary Fig. 7d).

**Fig. 5:**
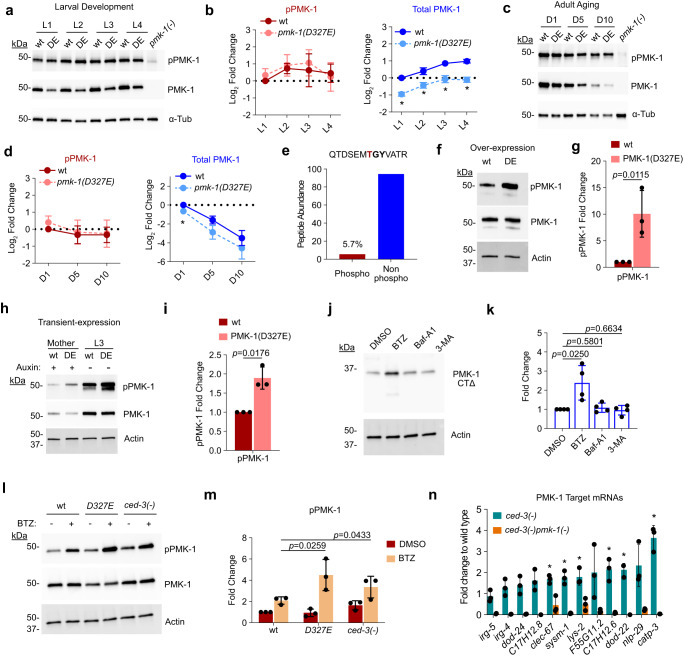
pPMK-1 and non-phospho-PMK-1 expression during development and aging with CED-3 caspase limiting pPMK-1. **a**–**d** Expression of pPMK-1 and total PMK-1. Endogenous *pmk-1* locus tagged with HA with either wild type or cleavage-resistant mutation D327E. *n* = 3 independent biological replicates, relative to wt L1 **b** or Day 1 adult stage **d**. Data are presented as mean fold change relative to wt ± SD. Two-tailed, paired t-test. Asterisk, *p* < 0.05. Exact *p* values provided in Source Data. **e** Mass spec of phospho- and non-phospho-(TGY)-containing peptide abundance. **f-g** Western Blot analysis of pPMK-1 and total PMK-1 from overexpressed wild-type PMK-1 (wt) or PMK-1(D327E) (DE). n = 3 biological replicates, Data are presented as mean fold change relative to wt overexpression ± SD. **h**, **i** Western Blot analysis and quantification of pPMK-1 and total PMK-1 from transient expression of endogenous wild-type (wt) or cleavage-resistant (DE) PMK-1 controlled by auxin induced degron. *n* = 3 biological replicates. Data are presented as mean fold change relative to wt ± SD. **j**, **k** Effects of protein degradation pathways on expression of PMK-1(CTΔ). Western blot analyses following treatment with control (DMSO); Bortezomib (BTZ); Bafilomycin A1 (Baf-A1); and 3-methyladenine (3-MA). *n* = 4 independent experiments. Data are presented as mean fold change relative to DMSO treatment±SD. **l**, **m** Western blot analysis and quantitation of endogenous pPMK-1 from wt, PMK-1 (D327E) and caspase *ced-3(-)* mutant following Bortezomib treatment. *n* = 3 biological replicates. Data are presented as mean fold change relative to wt DMSO treatment ± SD. **n** Analysis of *pmk-1-*target gene mRNA expression by qRT-PCR in *ced-3(-)* animals. Each bar represents mean fold change relative to wild type. Each dot represent 1 biological replicate. n = 3 biological replicates. Data are presented as mean values±SD. Asterisk, *p* < 0.05. Two-tailed, paired t-test. Exact *p* values provided in Source Data. **b**, **d**, **g**, **i**, **k**, **m** *p* values from two-tailed, ratio-paired t-test. Source data are provided as a Source Data file.

The observation that pPMK-1 was kept relatively constant between the wild-type and cleavage resistant mutants suggest that the absolute amount of pPMK-1 in an animal may be strictly regulated in the absence of stress. However, the reduction of total PMK-1(D327E) protein accompanied with enhanced PMK-1 signaling suggested the possibility that non-phosphorylated PMK-1could impact net signaling. The strict regulation of pPMK-1 was also observed in wild type animals during aging. We found that the amounts of pPMK-1 were relatively constant throughout adulthood (pPMK-1, Fig. 5d) whereas total PMK-1 markedly diminished with aging (Total PMK-1, Fig. 5d).

Using mass-spectrometry, we find that the phosphorylated TGY-containing peptide of the activation site (Fig. 5e) for PMK-1 (QTDSEMTGYVATR) is limited to nearly 1 out of 20 peptides for that sequence indicating that pPMK-1 was a small portion of total PMK-1 pool at Day 1 adulthood in the absence of stress. As animals age, the total pool of PMK-1 is diminishing rapidly whereas the small amount of pPMK-1 was maintained.

### Phospho-p38 pool limited by caspase degraded by proteasome

Finding that animals tightly regulate pPMK-1 levels throughout adulthood suggests robust regulatory mechanisms of pPMK-1 in vivo. We then considered the possibility that the down regulation of PMK-1(D327E) total protein (Fig. 5b, d) was a compensatory mechanism to maintain a constant amount of pPMK-1 in vivo. To overcome adaptation, we first generated an overexpression system controlled by auxin-induced degron (AID) for transient overexpression. We used CRISPR mutagenesis to add a second copy of *pmk-1* in a MosI site (Methods). The extra *pmk-1* copy was tagged with HA-AID and driven by a constitutive promoter (*eft-3*). For wild-type overexpression (WT), we used full length *pmk-1* open reading frame with intact exons and introns. For cleavage-resistant PMK-1 (DE), we made a D327E mutation in the same ORF before MosI insertion. To overcome adaptive compensation, we maintained these strains on auxin plates to prevent overexpression.

Placing synchronous L1 animals on normal food without auxin to allow overexpression, we found that the cleavage-resistant mutation was able to increase the amount of phosphorylated PMK-1 about 10-fold compared to the wild-type overexpression (Fig. 5f, g and Supplementary Fig. 8a). We then tested if this compensation happens at the endogenous locus. Similar results were obtained when we limited endogenous PMK-1 or PMK-1(D327E) expression using AID inserted by CRISPR mutagenesis at the N-terminus and then allowed transient expression for 1 generation (Fig. 5h, i). These results confirmed that animals tightly regulate the amount of phosphorylated PMK-1. The down-regulation of total PMK-1(D327E) protein is to compensate for excessive phosphorylated PMK-1. These results also suggest that CED-3 caspase is important in eliminating pPMK-1 because the cleavage resistant *pmk-1(D327E)* mutants have excessive pPMK-1 when expressed transiently.

We then tested whether CED-3 caspase altered accumulation of pPMK-1. We did not observe a cleavage product in vivo using Western blot (Fig. 5a, c) suggesting possibly rapid degradation of cleaved PMK-1. To understand the effect of removing the PMK-1 C-terminus, we used CRISPR mutagenesis to generate an HA-tagged PMK-1 truncated at Asp327 in the endogenous locus *pmk-1(CTΔ)*. We tested 2 lines of the *pmk-1(CTΔ)* mutation and observed only trace levels of the expected ~38 kDa truncated protein (Supplementary Fig. 8b). The lack of PMK-1(CTΔ) expression was not due to reduced mRNA (Supplementary Fig. 8c). To rule out solubility issues, we expressed wild-type PMK-1, PMK-1(D327E) and PMK-1(CTΔ) proteins in vitro using reticulocyte lysates and found all 3 versions of PMK-1 were synthesized to comparable extents in this heterologous system (Supplementary Fig. 8d). Incubating these proteins for 48 h at 20 °C and 37 °C did not result in loss of protein or accumulation of insoluble aggregates (Supplementary Fig. 8d) suggesting no gross differences in solubility and the truncated protein is likely targeted for degradation in vivo.

To identify the clearance pathway that degrades truncated PMK-1, we tested inhibitors of proteasome (Bortezomib, BTZ), lysosome (Bafilomycin A1, Baf-A1), and autophagy (3-methyladenine, 3-MA) and found that blocking the proteasome significantly increased accumulation of truncated PMK-1 (CTΔ, Fig. 5j, k). These findings indicated that the cleaved PMK-1 intermediates are rapidly degraded by the proteasome clearance pathway.

We then tested the effect of proteasome inhibition on accumulation of pPMK-1. We found that animals with either the *pmk-1(D327E)* cleavage-resistant mutation or the *ced-3* caspase null mutation accumulated pPMK-1 by nearly 2-fold more than wild-type animals (Fig. 5l, m and Supplementary Fig. 8e). Again, consistent with our finding that pPMK-1 is maintained at a small fraction of total PMK-1 (Fig. 5e), we did not observe any significant increases in total PMK-1 (Supplementary Fig. 8e). Because *pmk-1(D327E)* mutants have intact CED-3 caspase function and *ced-3* null mutants have wild-type PMK-1, our results suggest that CED-3 caspase limits pPMK-1 in vivo. To further test the effect of CED-3 caspase on PMK-1 signaling, we monitored the changes of PMK-1 downstream target genes in *ced-3(-)* mutant. Consistent with the observation of increased pPMK-1 in *ced-3(-)*, most of the PMK-1 target genes were up-regulated in *ced-3(-)* (Fig. 5n).

### Phospho- to non-phospho-p38 ratio controls growth and aging

Our findings suggested the possibility that altering the phospho- to non-phospho-PMK-1 ratio may impact net PMK-1 signaling. There is no suitable phospho-mimetic mutation for the TGY dual phospho-site that is able to mimic pTGpY. However, VHP-1 is a dual specificity phosphatase (DUSP) required to dephosphorylate PMK-1^5,6^. Therefore, we used *vhp-1(RNAi)* to increase accumulation of phosphorylated PMK-1.

Losing *vhp-1* function during larval development by RNAi causes a developmental delay for wild-type animals (Supplementary Fig. 9a) and this phenotype is *pmk-1*-dependent as seen by alleviation of stalled development in the absence of functional *pmk-1* (Supplementary Fig. 9a). The stalled development we observe in this system is consistent with previous findings by us and others when PMK-1 signaling is hyperactivated^5,29–31^. This treatment is therefore a useful tool to enhance phosphorylated PMK-1 levels to study PMK-1 signaling. To test the relationship of phospho-PMK-1 ratio to non-phospho-PMK-1 further, we examined rates of growth when altering both pPMK-1 and the total pool of PMK-1. For additional PMK-1 expression, we used a transgene with constitutive promoter (*eft-3*) and permissive 3′ UTR element (*unc-54* 3′ UTR) to overexpress PMK-1 controlled by auxin-induced degron.

We observed that animals fed *vhp-1(RNAi)* without PMK-1 transgene expression (auxin treated) had a marked developmental delay compared to mock (RNAi) (Light green, Fig. 6a). Interestingly, animals fed *vhp-1(RNAi)* but allowed to overexpress PMK-1 protein by the transgene were significantly protected against the developmental delay with nearly half the animals reaching adulthood (Dark green, Fig. 6a). When we examined the accumulation of pPMK-1 and total PMK-1, we find that *vhp-1* RNAi-treated animals all had similar absolute amounts of pPMK-1 (Fig. 6b). However, the animals showing the strongest developmental delay also had the highest pPMK-1 to PMK-1 ratio (Fig. 6c and Supplementary Fig. 9b). Moreover, we observed a similar result of overcoming the *vhp-1(RNAi)* delay by overexpressing a *pmk-1* mutant that cannot be phosphorylated (TGY mutated to AGF) (Supplementary Fig. 9c-d). These results suggest that increasing non-phosphorylated PMK-1 pool mitigated the effect of hyperactivated pPMK-1.

**Fig. 6:**
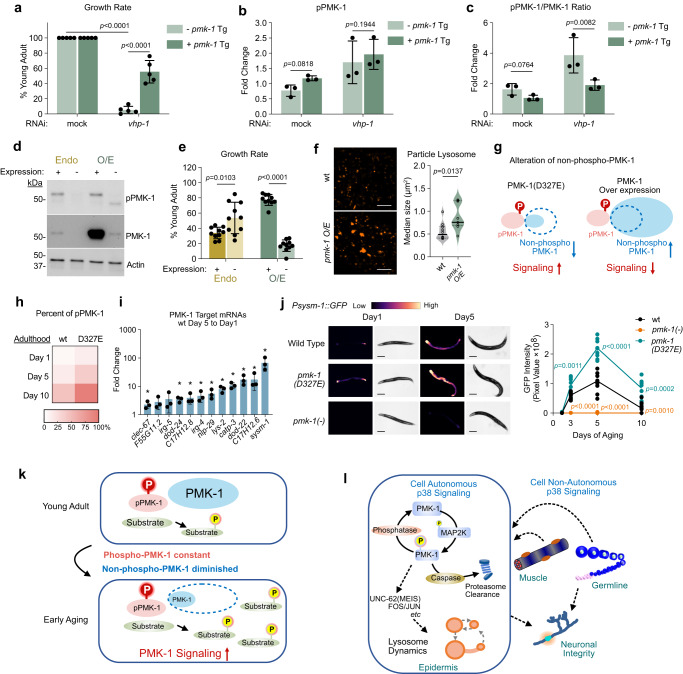
Altering the ratio of phospho-PMK-1 to non-phospho-PMK-1 regulates growth and longevity. **a** Rescue effect of expressing PMK-1 transgene (Tg) on *vhp-1* RNAi-induced developmental delay. Each dot represents one plate with 20–40 animals per condition. *n* = 5 biological replicates. Data are presented as mean value ±SD. *p* value from two-tailed, unpaired t-test. **b** Quantification of Western blot showing similar pPMK-1 accumulation with or without PMK-1 overexpression. **c** Altering pPMK-1 to total PMK-1 ratio using *vhp-1* RNAi and PMK-1 transgene. **b**, **c** each dot represents one biological replicate, data are presented as mean value ±SD. *n* = 3 biological replicates. *p* value from two-tailed ratio-paired, t-test. **d** Western blot of HA-AID-tagged PMK-1 from endogenous locus (Endo) or transgene overexpression (O/E). **e** Growth rate assays for HA-AID-tagged PMK-1 from endogenous locus (Endo) or overexpression (O/E). Synchronous larvae developed for 60 h. Each dot represents one plate of 25-40 animals. *n* = 10 biological replicates. Data are presented as mean value ± SD. *p* value from two-tailed, unpaired t-test. **f** Day 1 adult epidermal particle lysosome (P_*CED-1*_::NUC-1::mCherry). Scale bar, 10μm. Violin plot, each dot represents median values of all lysosome particles imaged per animal. wt n = 10, O/E n = 9 animals. *p* value from two-tailed, unpaired Welch’s t-test. **g** Model showing signaling outcome of altering non-phospho-PMK-1. Dashed circle indicates wild type non-phospho-PMK-1 quantity. **h** Estimated percent of phospho-PMK-1 in early aging using Western Blot quantification n = 3 (Fig. 5c, d) and Mass-Spec (Fig. 5e). **i** Analysis of *pmk-1*-target mRNAs by qRT-PCR during early aging. Each bar represents mean fold change±SD of Day 5 relative to Day 1. Each dot represents 1 biological replicate. n = 3 biological replicates. Asterisk, *p* < 0.05. Two-tailed, paired t-test. Exact *p* values provided in Source data. **j** The *pmk-1*-dependent P*sysm-1*::GFP reporter expression. Scale bar, 200 μm. Each dot represents total GFP intensity of 1 animal, *n* = 10 animals for each genotype. *p* value from two-tailed, unpaired t-test. **k** Model showing the non-phospho-PMK-1 pool impacts PMK-1 signaling during early aging. **l** Model showing both cell and non-cell autonomous PMK-1(p38) signaling supporting tissue homeostasis during aging. Source data are provided as a Source Data file.

The observation that animals adapt to maintain the absolute amount of phosphorylated PMK-1 with caspase cleavage resistant mutation *pmk-1(D327E)* prompted us to test whether this tight regulation of pPMK-1 also exists when overexpressing wild-type PMK-1. When allowing animals to overexpress wild-type PMK-1 transgene, we observed that the total PMK-1 protein increased by about 40-fold but strikingly, pPMK-1 was unchanged compared to the endogenous level (Fig. 6d). This result confirms that animals strictly regulate the absolute amount of pPMK-1 in the absence of stress.

In the case of *pmk-1(D327E)* mutants, signaling increased as the total PMK-1 decreased. We then tested the impact on signaling when total PMK-1 increases. Because it is technically unfeasible to maintain the PMK-1 overexpression as animals age, we tested overexpression of PMK-1 with developmental phenotypes. We previously showed that loss of *pmk-1* function results in faster larval development^29^. Consistent with this finding, knocking down endogenous PMK-1 protein with the auxin-induced degron (AID) system resulted in faster growth (Endo -, Fig. 6e). Interestingly, we also found that mutants with overexpressed PMK-1 phenocopied loss of *pmk-1* function with faster growth rate (O/E +, Fig. 6e). Moreover, when we overexpressed PMK-1, lysosome particle size was enlarged similar to *pmk-1* null (Fig. 6f).

These results were counterintuitive because for most proteins, overexpression results in enhanced function. However, the observation that altering the non-phosphorylated PMK-1 pool inversely impacts PMK-1 function underscores the importance of stoichiometry in modulating signaling (Fig. 6g). In the case of the *pmk-1(D327E)* mutation, signaling is enhanced when non-phospho-PMK-1 is decreased. Conversely, in the case of overexpression, signaling is diminished when non-phospho-PMK-1 is increased (Fig. 6g). In both cases, absolute pPMK-1 amount is not changed. Therefore, alteration of non-phospho-PMK-1 provides an additional mechanism for organisms to modulate PMK-1 signaling distinct from stress induced hyper-activation of PMK-1.

We observed in wild type animals, the amount of pPMK-1 is fairly constant during early aging but non-phosphorylated PMK-1 is dramatically down regulated (Fig. 5c, d). This natural phenomenon gave us the opportunity to test the impact of pPMK-1 to non-phospho-PMK-1 stoichiometry on signaling. Based on the Western blot quantification (Fig. 5b, d) in combination with mass-spectrometry (Fig. 5e), we estimated the ratio of pPMK-1 to non-phospho-PMK-1 increased from 1:17 on Day 1 to about 1:1 on Day10 (Fig. 6h). This ratio is further enhanced in *pmk-1(D327E)* mutants (Fig. 6h). We then tested expression of a dozen *pmk-1* downstream target genes on Day 1 and Day 5 of aging. Expression of these genes were increased from 2 to 100 fold on Day 5 compared to Day 1, suggesting enhanced PMK-1 signaling in wild-type animals (Fig. 6i). During this period of aging, pPMK-1 amount was unchanged and total PMK-1 was diminished (Fig. 5c, d). Therefore, the increased signaling paralleled the increased pPMK-1 to non-phospho-PMK1 ratio.

We further confirmed this observation using the well-established downstream PMK-1 target reporter *P*_*sysm-1*_*::*GFP. We found that consistent with gene expression results, wild-type animals increased expression of *P*_*sysm-1*_*::*GFP by day 5 compared to day 1 adulthood (Fig. 6j). Furthermore, the *pmk-1(D327E)* mutant had more enhanced *P*_*sysm-1*_*::*GFP signal through day 5 of adulthood (Fig. 6j and Supplementary Fig. 9e). The increased signaling of *pmk-1(D327E)* mutants is the result of those mutants having a higher ratio of pPMK-1 to non-phospho-PMK-1 than wild-type animals (Fig. 6h). We further observed that the *P*_*sysm-1*_*::*GFP reporter showed a diminished signal by day 10 adulthood compared to day 5. This may be due to either that total PMK-1 pool is reduced beyond a threshold required to sustain signaling or the impact of global alterations in translation as animals age. Altogether, our results demonstrate that during both developmental growth and early aging, the net PMK-1 signaling output is modulated by altering the amount of non-phosphorylated PMK-1 (Fig. 6k).

In total, our findings support a model whereby in addition to phosphorylation status, proteostasis mechanisms modulate PMK-1 function by regulating the balance of pPMK-1 and total PMK-1 pools. Moreover, PMK-1 has both cell autonomous and cell non-autonomous functions in supporting homeostasis by promoting lysosome function, an important clearance pathway for proteostasis, as well as neuronal integrity supporting longevity (Fig. 6l).

## Discussion

Maintenance of gene expression programs, proteostasis and tissue integrity during growth and aging requires coordinated signaling across tissues^25^. Although global transcriptional programs are dramatically altered during aging in both worms and mice^56,57^, recent findings suggest that aging tissues remain responsive to both positive and negative cell non-autonomous cues. In mice, declines in the transcriptome within neurogenic regions of the brain can be rejuvenated by either physical exercise or humoral factors from young animals^57^. In *C. elegans*, negative cell non-autonomous germline-to-soma Hedgehog signaling in mated hermaphrodites leads to tissue diminution^58^. Cell non-autonomous signaling was also found in flies to support tissue homeostasis including dFOXO signaling^59^, rescue of muscle mitochondrial cristae formation by expressing PINK1 in neurons^60,61^ as well as BNIP3-mediated mitophagy in neurons supporting homeostasis of muscle and intestine^62^.

Recent advances in AID-protein tagging and tissue-specific expression of TIR1 E3 ligase in *C. elegans* have provided powerful tools to analyze cell autonomy^46,47^. In this study, we find that germline and epidermal p38 MAPK functions are both critical to support pain sensory neuron integrity and function during early aging in *C. elegans* (Fig. 6l). Further, germline and muscle p38 MAPK functions were required to support epidermal lysosome formation by early adulthood (Fig. 6l). As additional high-fidelity tissue-specific technologies are developed, future studies can further refine the identity of the signaling cell. Despite not understanding the intercellular signaling molecules in many cases, it is clear that signaling is integrated between tissues to support longevity and remains an exciting area for further study.

As a further complexity of cross-tissue regulation, previous work showed that the *pmk-1(-)* null mutant animals treated with FUDR to eliminate germline proliferation had normal life span in the absence of infection^9,12^. Here we show that the germline p38 MAPK function is critical to support neuronal integrity and epidermal lysosomal structures to promote longevity when germline is actively proliferating. Further, it was recently shown that PINK-1 promotes mitophagy to support longevity of the reproductive span for *daf-2* mutants in *C. elegans*^63^. Altogether these results are consistent with the idea that the proteostasis load of germline function has a complex interplay in longevity^28,32^.

From our findings, we raised the question how altering the relative pools of phospho- to non-phospho-PMK-1 could modulate or tune signaling. Previous work has also implicated an antagonistic role of mono-phosphorylated Fus3 MAPK to dual-phosphorylated Fus3 and the dynamic role of the membrane-associated scaffold protein Ste5 in response to yeast mating pheromone^64^. A previous model predicted that MAPK interactions with scaffold proteins may ultimately regulate net signaling output from MAPKs^65^. The idea of signaling optima is consistent with the observation that modulating the pPMK-1 to non-phospho-PMK-1 ratio altered signal strength despite no change in the absolute amount of pPMK-1.

In this study, we show that wild-type animals exhibit enhanced p38 signaling in early aging by reducing the total PMK-1 pool while keeping the pPMK-1 pool constant (Fig. 6k). By maintaining the absolute amount of pPMK-1, p38 signaling is enhanced for the maintenance of tissue homeostasis without evoking hyper-activation of stress-responses. However, the tradeoff is a smaller total p38 reservoir for immune function in the case of stress response, consistent with previous findings that loss of *pmk-1* function is responsible for immunosenescence in aging^13^.

In addition to responding to diverse environmental stimuli, p38 MAPK signaling regulates cellular homeostasis and growth. Previous findings have described a complex relationship of p38-dependent innate immune responses and neuronal degeneration^66–68^ as well as modulating adaptations to stressors like hypoxia including glutamate receptor trafficking in aging neurons^69^.

Physiological coordination of stress responses and proteostasis requires both cell autonomous and non-cell autonomous cross-tissue signaling. Within neurons, HSF-1 was shown to have a cell autonomous effect on neuronal integrity which was correlated with retention of locomotory function during aging^52^. The olfactory neuronal gene *olrn-1* suppresses the p38 MAPK PMK-1 immune pathway in the intestine^30^ Additionally, a tradeoff between immunity and longevity was shown to be mediated by the transcription factor PITX1/UNC-30 with non-cell autonomous signaling from GABAergic neurons to limit intestine PMK-1 activation^70^. Previous work established a key role of the nervous system in regulating stress responses in other tissues including the UPR in intestine^71^. More recent studies have illuminated that MAPK-dependent regulation of hyaluronidase (TMEM2) promotes ER homeostasis^72^ and degradation of the p38 target MK2 functions as a feedback signal critical for stress-induced cell fate^73^ as well as emerging evidence that p38 signaling has a crucial role in synaptic plasticity and neurodegenerative processes^74^. Our previous findings revealed that PMK-1 coordinates growth rate with stress responsiveness during larval development. Here we show that PMK-1 promotes tissue integrity in the absence of stress by modulating the extent of non-phosphorylated PMK-1. Altogether, how p38 coordinates diverse downstream targets and the mechanisms of tuning MAPK signaling to optimize competing physiological demands remains an active area of research.

Lysosomal clearance has a complex relationship in neuronal homeostasis. Defective biogenesis and repair of lysosomes are hallmark features of neurodegenerative pathologies^42^. In contrast, other work has shown that lysosomes are required for necrotic cell death-mediated neurodegeneration and disruption of lysosomal biogenesis and fusion can be protective to necrosis^75^. Lysosomes have recently been identified in a fat-to-neuron lipid-signaling function in *C. elegans* activating neuropeptide signaling to promote longevity^76^. Recent findings have also revealed that preserving germline integrity requires the nucleophagic clearance pathway^77^. Our current study unmasked p38 MAPK signaling from multiple tissues including germline to support a transcriptional network to maintain epidermal lysosome function. Moreover, PMK-1 signaling in epidermis supports sensory neuron integrity (Fig. 6l). Altogether, these findings underscore the importance of clearance pathways for proteostasis in tissue homeostasis and longevity.

Following injury, CED-3 caspase was previously shown to promote neuronal regeneration in *C. elegans*^78^ suggesting a caspase may have multiple targets in neuronal protection. Further, the observation that loss of CED-3 caspase did not always correspond to cleavage-resistant PMK-1 phenotypes underscores the complexity of the cross-talk between the caspase and MAPK signaling pathways. Understanding non-apoptotic caspase functions is hindered by challenges in monitoring the dynamic functions at low levels of caspase activation. Future studies will certainly prove out the intricacies of caspases working to sculpt multiple aspects of signal transduction in these and other functions.

Altogether, we show that the enhanced p38 signaling during early aging is achieved by lowering the stoichiometry of non-phosphorylated p38 protein without affecting the amount of phosphorylated-p38 (Fig. 6k). In this scenario, the enhancement of p38 signaling during early aging is protective to tissue homeostasis likely through enhanced gene expression and protein clearance mechanisms supporting proteostasis (Fig. 6l). Beyond natural tuning of the p38 phospho-ratio during normal aging, whether this can be exploited for therapeutic purposes is an intriguing open-ended question.

## Methods

### Protein modeling

AlphaFold^79^ was used to generate a model of *C. elegans* PMK-1 using p38α (PDB code 2OKR) and p38γ (PDB code 6UNA). Model confidence around the caspase cleavage site is very high (pLDDT > 90).

### Strains used in this study and culturing conditions

Strains used in this study, Supplementary Data 5. *C. elegans* culture conditions and RNAi treatment as previously described^29^. NGM agar plates with OP50 lawn were used for standard maintenance, growth and aging assays as indicated. For RNAi experiments, HT115 culture was seeded on NGM agar plates containing 1 mM IPTG and 200 μg/mL ampicillin for indicated RNAi treatments and assays. For all assays, prior to testing, animals were maintained under stress-free conditions at 20 °C for multiple generations, including no starvation and no obvious contaminations.

### CRISPR-Cas9 mutagenesis

For list of all mutants generated by CRISPR-Cas9 mutagenesis used in this study, see Supplementary Data 5. Endogenous HA-AID-GS and HA-GS-tagged *pmk-1* or HA-GS-tagged *pmk-1(D327E)* mutant and HA-AID-GS-tagged *pmk-1(D327E)* were generated by CRISPR/Cas9. In brief the rescue DNA was assembled using NEB HiFi DNA assemble Kit and purified PCR product was used as the rescue template. The AID degron tag was amplified from pLZ31^47^ with modification. The injection constructs mix containing the sgRNA target the 1st exon of *pmk-1* (pDD162_C0025) were injected into the N2 strain or the *pmk-1(D327E)* mutant^29^ respectively. To generate the overexpression mutant, a single copy of *ha-aid-gs-pmk-1, ha-aid-gs-pmk-1(D327E)* or *ha-aid-gs-pmk-1(T191A, Y193F)* flanked by the *eft-3* promoter and *unc-54* 3′ UTR were inserted into Mos I site oxTi365 on Chr V by CRISPR/Cas9 following the SEC methods^80^. The overexpression mutants were generated by injecting constructs into the CA1200 strain^47^. For tissue-specific TIR1 expression, we used promoters previously established with TIR1 E3 ligase^46,47^.

### Auxin-induced degron (AID) system culture conditions

To conditionally inactivate PMK-1 or over-express PMK-1, we used the Auxin-Induced Degron (AID) system. The auxin analog K-NAA was used in lieu of auxin for this study. For culture conditions, we sterile-filtered the auxin analog K-NAA dissolved in MilliQ H_2_O and added to standard NGM agar at a final concentration of 0.1 mM K-NAA followed by seeding of OP50 as normal. We find that adults maintained on K-NAA plates transferred to standard NGM/OP50 media begin to restore PMK-1 expression within 24 h and reach wild-type levels within another 2 days of adulthood.

For tissue-specific PMK-1 degradation, endogenous PMK-1 was tagged with HA-AID at the N-terminus using CRSIPR-Cas9 mutagenesis and crossed into strains carrying TIR1 E3 ligase expressed under different promoters as previously described^46,47^ including: whole body (*eft-3*, CA1200), Intestine (*ges-1*, CA1209) and germ line (*sun-1*, CA1199) as well as additional strains generated in this study using SEC insertion method in LGII ttTi5605 MosI site including: epidermis (*col-10)*, body wall muscle (*myo-3)*, pan-neuron (*rgef-1)*. For cell autonomy tests, the no auxin treatment was done with water control on plates seeded with TIR1 RNAi in HT115 to limit background degradation and auxin treatment was done with 0.1 mM auxin in the agar and plates were seeded with mock RNAi in HT115.

### Growth rate assay

Five gravid young adults were allowed to lay eggs for 1 h on each plate and removed. Animals were staged at the 60 h post egg laying for percentage reach adulthood.

### Aging assay

Mid-L4 stage animals were placed on OP50 NGM (without FUDR) plates with 20 animals per plate and 5 plates per genotype. The next day animals were confirmed to be egg-laying and this was defined as Day 1 of adulthood. Worms were moved to a fresh NGM plates daily for the first 5 days and subsequently every 4-5 days.

### Imaging

The epidermal lysosomal marker (*P*_*CED-1*_*::nuc-1::*mCherry)^43^, the pan-neuronal marker (*P*_*RGEF-1*_*::*DsRed)^54^, and the PVD/AQR-neuronal marker (*P*_*F49H12.4*_*::*GFP from NC1687) were imaged after worms were mounted on Noble agar pads in M9 with NaN_3_ (0.25%). Zeiss AxioImager M2 with a black and white Hamamatsu ORCA C13440 camera was used for DIC images. All images were taken at the same magnification for the same amount of time for comparisons as indicated in the relevant figure legends. Fiji (Image J) was used for lysosome quantification. The same threshold was applied to all mutants. For lysosomal structure, puncta with circularity of 0.4 to 1 were quantified as particles and puncta with circularity of 0–0.4 were quantified as tubules.

### Harsh touch behavioral assay

Adults were cultured on OP50 NGM plates (without FUDR) and were tested on indicated days of adulthood prior to transferring. Adults were transferred daily. To test, animals were lightly poked with a standard platinum wire pick in the anterior segment just behind the pharynx. Animals that reversed course immediately were scored as “correct response”. Animals were allowed up to 5 s before scoring a response. A total of 20 animals per genotype were tested per day per run. 3 independent runs were performed for a total of 60 animals per genotype.

### Western blots

Synchronous L1 stage animals were obtained following standard alkaline bleach to obtain eggs as previously described^17^. L2, L3, L4, and day 1 adults were collected at 8, 18, 30, and 48 h post-feeding. For adults, 300 animals per sample were manually transferred daily and indicated days of adulthood were harvested. Animals were washed off plates, washed 4 times with M9, and pellets were snap frozen with liquid nitrogen. Pellets were sonicated in lysis buffer containing 10 mM Tris pH 7.4, 1 mM EDTA, 150 mM NaCl, 0.5% NP-40, Halt™ Protease and Phosphatase Inhibitor Cocktails (Fisher Scientific, PI78440) and kept cool using ice. BCA assay was used to determine protein concentration. Approximately 4–6 μg of total protein was loaded per well and resolved on 4–20% gradient acrylamide SDS gels (BioRad, 4568096).

To delineate the extent of transcription factor phosphorylation, strains bearing GFP fusions to *unc-62, fos-1*, and *jun-1*^48,49^ were treated with mock or *pmk-1* RNAi. Lysates were separated and analyzed using 4–20% gradient acrylamide SDS gels and SuperSep^TM^ Phos-tag^TM^ 7.5% gels (Wako Chemicals 198-17981) to monitor phosphorylation of transcription factors. The SuperSep^TM^ Phos-Tag^TM^ gel delays the phosphorylated form of the protein during gel electrophoresis. Isoforms were estimated based on molecular weight. The phosphorylated forms were determined by comparison of SuperSep^TM^ Phos-tag^TM^ and SDS gels by probing with anti-GFP antibodies.

Anti-HA antibody from Rabbit (Cell Signaling Technology, 3724 S) or from Mouse (Cell Signaling Technology, 2367 S) were used at 1:1000 dilution. Anti Phospho-p38 (Cell Signaling Technology, 4511 S) was used at 1:2000 dilution. Anti-mCherry antibody (Cell Signaling Technology, 43590) and anti-GFP antibody (Cell Signaling Technology, 2956) were both used at 1:1000 dilution to detect fluorescent fusion proteins. GFP Magnetic Bead Conjugate (Cell Signaling Technology, 67090) was used for IP of GFP fusion protein at 1:100 dilution in lysate. Secondary antibodies were anti-mouse IgG HRP (Cell Signaling Technology, 7076) and anti-rabbit IgG HRP (Cell Signaling Technology 7074) both used at 1:10,000 dilution. Anti-α-tubulin (Sigma-Aldrich, T5168) or Anti-Actin (Bio-Rad, 12004163) antibodies were used at 1:4000 and 1:2000 respectively for loading controls as indicated. For uncropped Western blots, see Source Data file.

### In vitro stability assay

TNT Rabbit reticulocytes were used to radiolabel proteins with ^35^S-Methionine for 1 h at 30 °C. Products were then diluted 1:5 into 25 mM Tris, pH 8.0, 0.25 mM EDTA, 0.25 mM sucrose, and 2.5% glycerol. Mock reactions were collected directly into 3 volumes of 2× SDS buffer with 5% β-mercaptoethanol. Two additional reactions were incubated at either 20 °C or 37 °C for 48 h and then quenched with 3 volumes of 2× SDS buffer. One-fourth of samples were resolved on 4–20% acrylamide gels, fixed with 50% methanol and 10% glacial acetic acid, protected with 10% glycerol, and dried onto Whatman filter paper. Dried gels were exposed to phospho-imager screens over 2 nights and imaged on phospho-imager.

### Proteasome, lysosome and autophagy inhibition assays

Synchronous L1 stage animals were fed OP50 for 40hrs and washed off plates into S-basal containing Bortezomib (130 μM), Bafliomycin-A1 (50 μM), 3-MA(50 mM) or DMSO (0.1%) with OP50 food. The liquid culture was incubated at 20 °C for 6 h with 250 rpm shaking. Then the worms were washed 4 times with M9 and the pellet was frozen in liquid N2 and stored at -80 °C until Western Blot analysis.

### mRNA-Seq and transcription factor binding site analyses

Synchronous young adult stage animals were collected into TRIzol™ Reagent (Invitrogen, 15596-026). Total RNA was extracted. Three replicates each of wild-type, *pmk-1(-)*, and *pmk-1(D327E)* mutants were collected. For *daf-16* mutants, *daf-16(-);pmk-1(-)* and *daf-16(D327E)* mutants, 2 replicates each for *m26* and *mgDf50* alleles were used. Libraries were generated, sequenced and analyzed for differential gene expression by the UTSW McDermott Center Next Generation sequencing core. Samples were run on the Agilent Tapestation 4200 to determine extent of degradation thus ensuring only high-quality RNA was used (RIN Score 8 or higher). The Qubit fluorimeter was used to determine the concentration prior to starting library preperation. One microgram of total DNAse-treated RNA was then prepared with the TruSeq Stranded mRNA Library Preperation Kit from Illumina. Poly-A RNA was purified and fragmented before strand specific cDNA synthesis. cDNA were then a-tailed and indexed adapters were ligated. After adapter ligation, samples were PCR amplified and purified with AmpureXP beads, then validated again on the Agilent Tapestation 4200. Before being normalized and pooled, samples were quantified by Qubit then run on the Illumina NextSeq 500 using V2.5 reagents. Wormbase gene set enrichment analysis tools were used for gene ontology analyses. Transcription factor binding sites analysis was done using modENCODE (from Wormbase JBrowse) database. All the TFs binding to ~2 kb upstream of the transcription start site were recorded and data from all developmental stages were pooled (Supplementary Data 3).

### Reverse transcription and quantitative PCR

Total RNA was extracted using TRIzol™ Reagent (Invitrogen, 15596-026) from animals with different genotypes and developmental stages. For cDNA synthesis, 1 µg of total RNA was used as input for all samples. The iScript RT Supermix for RT-qPCR (BioRad, 1708841) was used for cDNA synthesis. The CFX Realtime PCR system (BioRad) with iTaq Univeral SYBR Green Supermix (BioRad, 1725122) was used for qPCR analysis. Each condition was tested with 3 biological replicates. *C. elegans ama-1* was used as the reference gene for normalization in all experiments. Primers used for qRT-PCR analysis (Supplementary Data 6).

### PMK-1 p38 MAPK PTM quantification and mass spectrometry

Synchronized young adult animals expressing N-terminal HA-tagged PMK-1 were used for immunoprecipitation with anti-HA-Tag (C29F4) rabbit mAb (Cell Signaling Technology 11846) and eluted with 2× laemmli buffer. Eluted protein was resolved by SDS-PAGE and gel slices of PMK-1 band were sent for protein ID using Mass Spectrometry. Trypsinization, desalting, mass-spectrometry and analyses were performed by the UTSW proteomics core. For phospho-peptide analysis, samples were run on an Orbitrap Fusion Lumos mass spectrometer coupled to an Ultimate 3000 RSLC-Nano liquid chromatography system. Data analysis was performed using Proteome Discoverer 2.4 SP1 using the *C. elegans* protein database from UniProt. The ratio of the abundance of T196 phospho-peptide to the unphosphorylated peptide was used to estimate the percentage of phosphorylated PMK-1.

### Estimating relative pPMK-1 fraction through aging

Generating sufficient quantity of aged *C. elegans* samples for mass-spectrometry is limiting. Thus, we estimated the relative fraction of pPMK-1 based on mass-spectrometry measurements of day 1 adults. Western blots of 3 independent biological samples from wild type and *pmk-1(D327E)* mutant animals for day 1, day 5, and day 10 were quantified for pPMK-1 and total PMK-1 with Image Lab (Bio-Rad) and normalized to actin. Mean values of 3 experiments were used to determine the relative fold change of protein accumulation between different genotype and throughout days of aging (relative to Day 1 wild type). Day 1 wild type pPMK-1 was then set to 5.7% based on mass-spectrometry measurements and estimates of pPMK-1 fraction of all other conditions were calculated based on Western Blot quantification.

### Lys48 linkage ubiquitin pull down and mass spectrometry

Synchronized young adult animals were treated with Bortezomib (60 μM) for 8 h and worm pellets were washed 4 times and flash frozen in liquid nitrogen. Polyubiquitinated proteins were enriched using Ubiquitin Enrichment Kit (Thermo Scientific 89899) and eluted with 2× laemmli buffer. Lys48-specific anti-Ubiquitin rabbit clone Apu2 (Sigma 05-1207) was used for immunoprecipitation at 4 °C for 4 h. The immune-complex was captured using Pierce MS-Compatible Magnetic IP Kit Protein A/G (ThermoFisher 90409) and eluted with 2× laemmli buffer. Eluted proteins from both enrichment methods were resolved by SDS-PAGE and gel slices above 50 KDa were sent for protein ID using mass spectrometry. Ubiquitin antibody (P4D1, Cell Signaling Technology, 3936) was used for western blot to detect ubiquitinated proteins at 1:1000 dilution. Mass-spec and protein identification were performed by the UTSW proteomics core. For protein identification, samples were run on a Q-Exactive HF mass spectrometer coupled to an Ultimate 3000 RSLC-Nano liquid chromatography system. Data analysis was performed using Proteome Discoverer 3.0 SP1 using the *C. elegans* protein database from UniProt.

### Statistics and reproducibility

Statistics were reported in the Legends with samples sizes and *p* values indicated throughout. Replicates and specific *p* values are provided in supplementary figures and source data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The mRNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE192941. The remaining data generated in this study are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Modulating p38 MAPK signaling by proteostasis mechanisms supports tissue integrity during growth and aging
**Source:** Nat Commun. 2023 Jul 28;14:4543. doi: 10.1038/s41467-023-40317-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Figures 1-9**

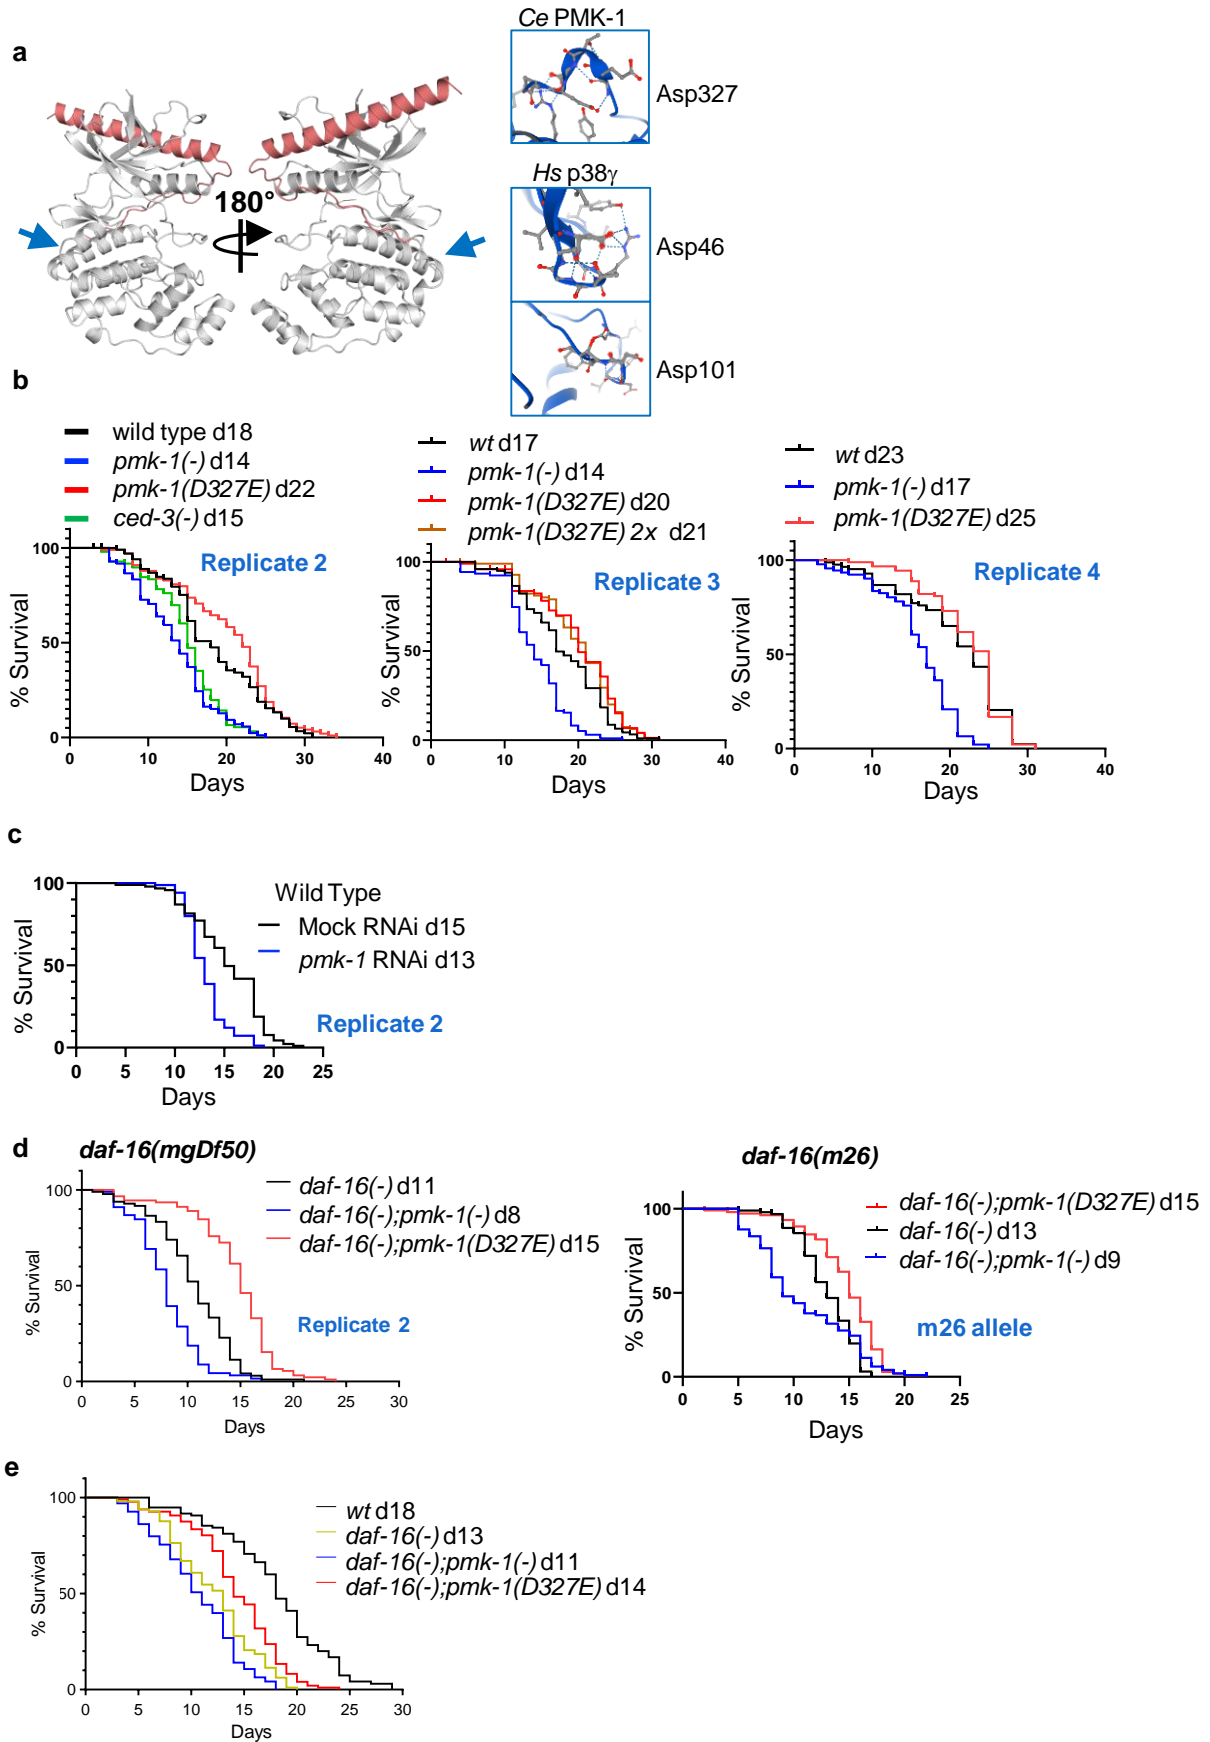

**Supplementary Figure 1.** Aging assays for caspase cleavage resistant PMK-1 mutants.

**a** AlphaFold model of PMK-1. Arrows indicate cleavage site. Aspartate residue at cleavage site shown. **b** Replicates of aging assays for *pmk-1* null and cleavage resistant *pmk-1(D327E)* mutants. **c** Replicates of aging assay for *pmk-1* RNAi. **d** Replicates of effects of *pmk-1* null and *pmk-1(D327E)* mutations on *daf-16* mutant aging. **e** Aging assay evaluating restoration of *daf-16(-)* life span by cleavage resistant *pmk-1(D327E)* mutation. All aging replicates and statistics are shown in **Supplementary Data 1**.

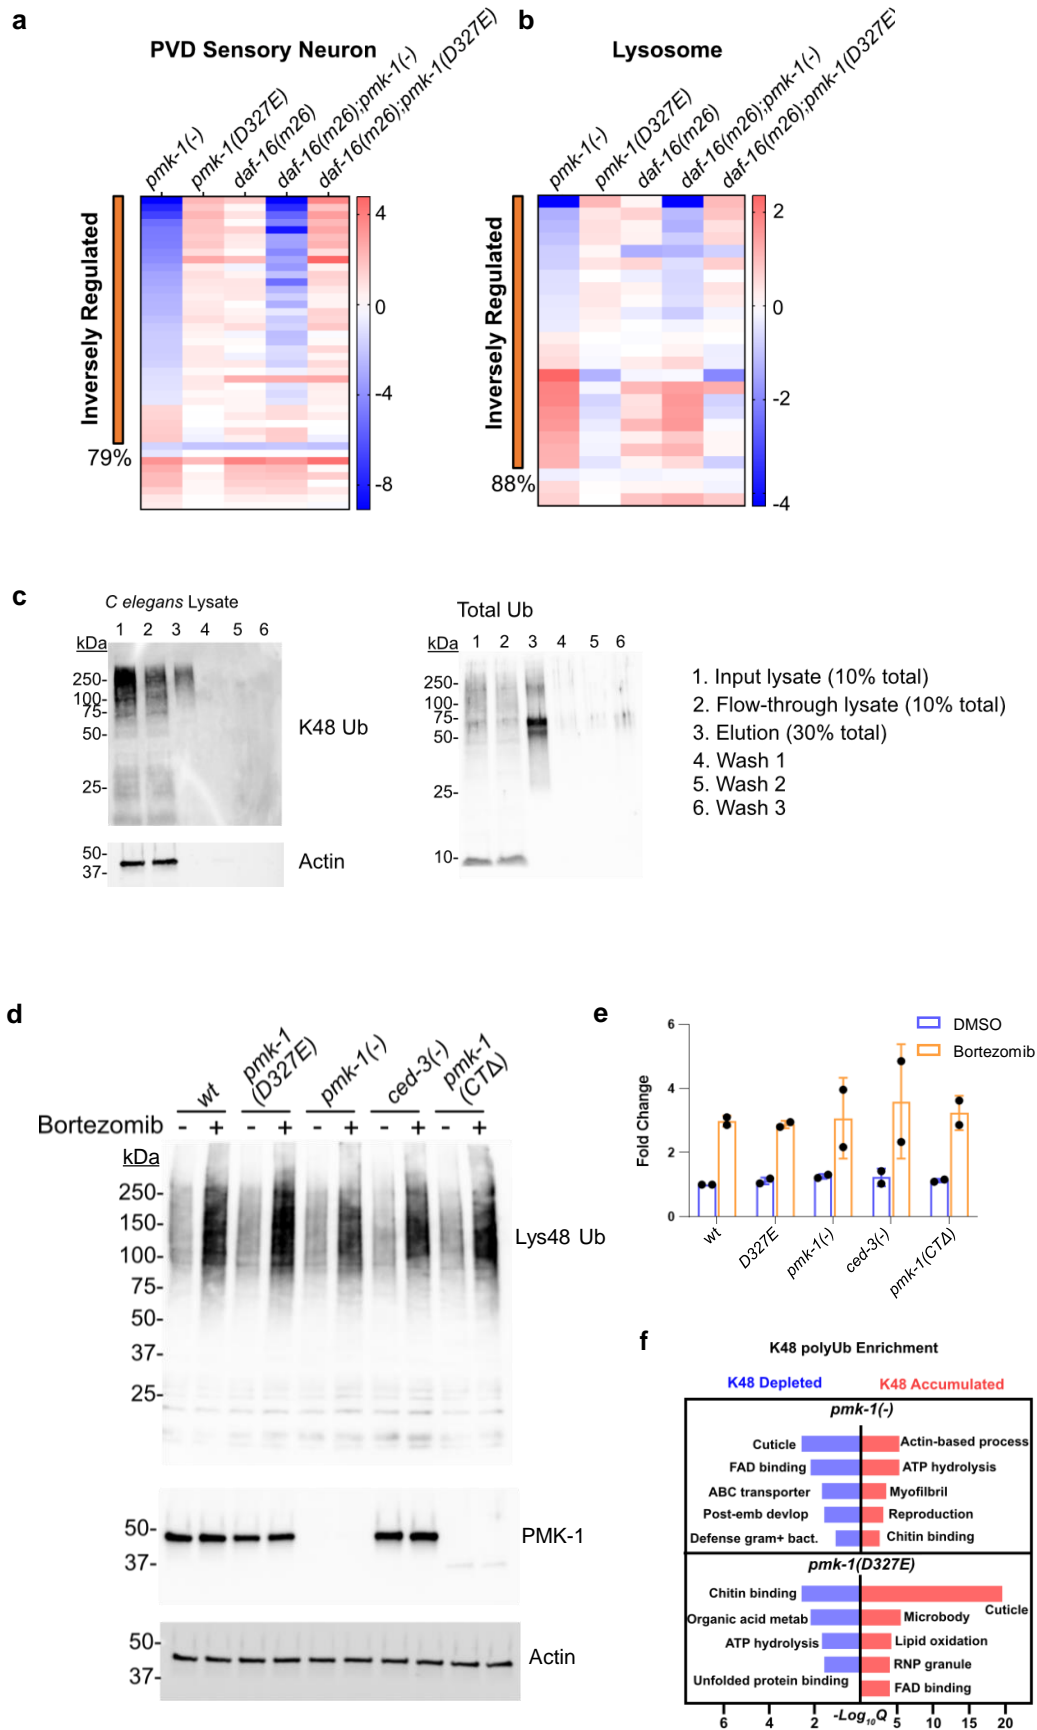

**Supplementary Figure 2.** *pmk-1*-regulated sensory neuron and lysosome genes for *daf-16(m26)* allele dependency and global K48-specific Ub linkage enrichments with Bortezomib treatment.

**a-b** Sensory neuron and lysosome genes heatmap for *daf-16(m26)* allele. *daf-16(mgDf50)* allele was shown in **Fig.2**. PMK-1-dependent genes clustered by inverse regulation with PMK-1(D327E) and plotted with Log2-fold change compared to wild type. n=2 biological replicates. **c** Western blot of K48 Ub and total Ub showing the polyubiquitinated protein enrichment for mass spectrometry analysis. Data from one experiment with hundreds of worms per sample. **d-e** Western blots and quantification of bortezomib treatment induced K48 linkages to a comparable extent in *pmk-1(-)* null and *pmk-1(D327E)* cleavage resistant mutants. n=2 biological replicates. Data are presented as mean values +/- SD. **f** Pathway enrichment of K48 Ub antibody associated proteins that are inversely regulated by *pmk-1(-)* and *pmk-1(D327E)*. n=2 biological replicates.

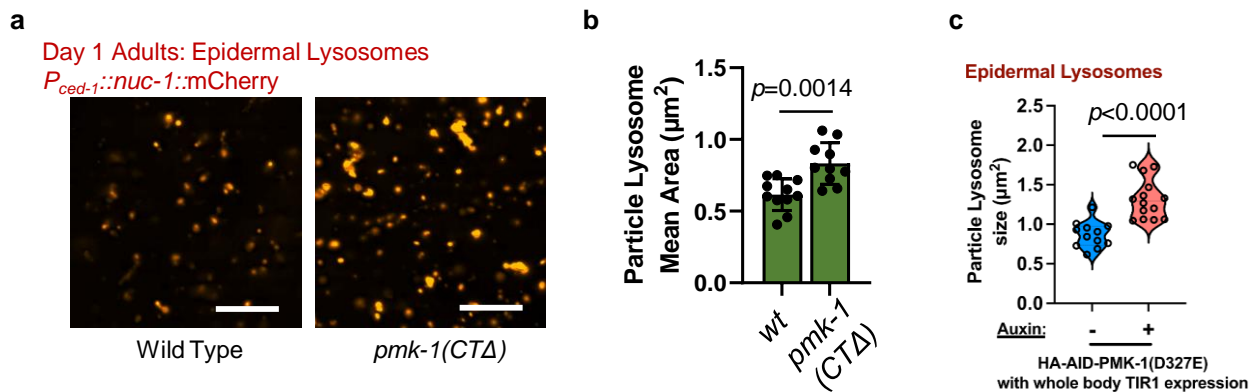

**Supplementary Figure 3.** Lysosome phenotype of *pmk-1(CTΔ)* and auxin induced degradation of PMK-1(D327E).

**a-b** Day 1 adult lysosome morphology and quantitation of *pmk-1(CTΔ)* mutants compared to wild-type. Scale bar 10 $\mu\text{m}$ .  $n=10$  animals. Data are presented as mean values  $\pm$  SD.  $p$  value from two-tailed unpaired t test with Welch's correction. **c** Auxin-induced degradation of PMK-1(D327E) is similar to *pmk-1* null with increased lysosome particle size.  $p$  value from two-tailed unpaired t test with Welch's correction.

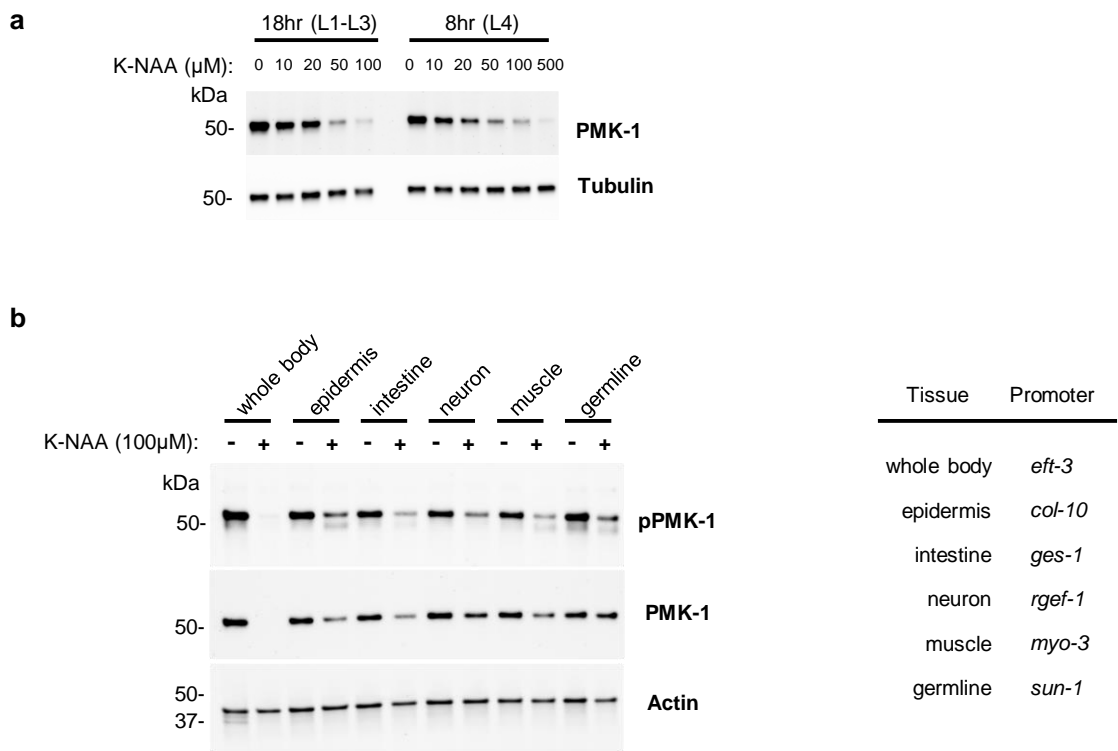

**Supplementary Figure 4.** Dose-dependent and tissue-specific auxin-induced degradation of PMK-1 Protein.

**a** Western blot showing diminishing PMK-1 protein with increasing K-NAA concentration. Both early developmental and late developmental to young adult stage were tested. 100μM K-NAA was used for all auxin induced degradation in this study. Animals were treated from hatching to young adult continuously unless indicated otherwise. **b** Tissue specific auxin-induced degradation of PMK-1. Tissue specific promoters used to express TIR1 E3 ligase are listed in the figure. Animals were treated from hatching to young adult continuously.

**a**

|                           | UNC-62             | FOS-1             | JUN-1             |
|---------------------------|--------------------|-------------------|-------------------|
| <b>Pro-Directed Sites</b> | 79-85: PTSTPMM     | 57-63: TDNSPLT    | 14-20: SSESPEV    |
|                           | 119-125: ATSTPRD   | 60-66: SPLTPCT    | 79-85: AVSSPVL    |
|                           | 223-229: PPMSPGS   | 63-69: TPCTPYY    | 91-97: AAFSPIT    |
|                           | 235-241: HSSSPSM   | 91-97: DIPSPLT    | 94-100: SPITPAS   |
|                           | 234-249: GGATPMH   | 94-100: SPLTPNI   | 112-118: LGNTPIT  |
|                           | 324-330: AVSSPST   | 99-105: NISSPLT   | 125-131: PLSSPTL  |
|                           | 338-344: QDSTPLS   | 102-108: SPLTPHP  | 161-167: SSNSPDS  |
|                           | 344-350: SGETPMG   | 132-138: AASSPMV  | 201-207: LNLTPPQ  |
|                           | 478-484: SEQSPGP   | 284-290: EQHSPVE  |                   |
|                           | 482-488: PGPSPDS   | 396-402: PITTPSR  |                   |
|                           | 494-500: ANYSPDP   | 411-417: QNQTPQS  |                   |
|                           |                    | 437-443: TGLTPSG  |                   |
| <b>Docking</b>            | 205-212: KGKMPLDI  | 449-455: FVSTPTP  |                   |
|                           | 460-469: RAGRSGQMN | 451-457: STPTPIQ  |                   |
|                           |                    | 359-366: RKIPKIEL | 36-45: KKDRRQDMEV |

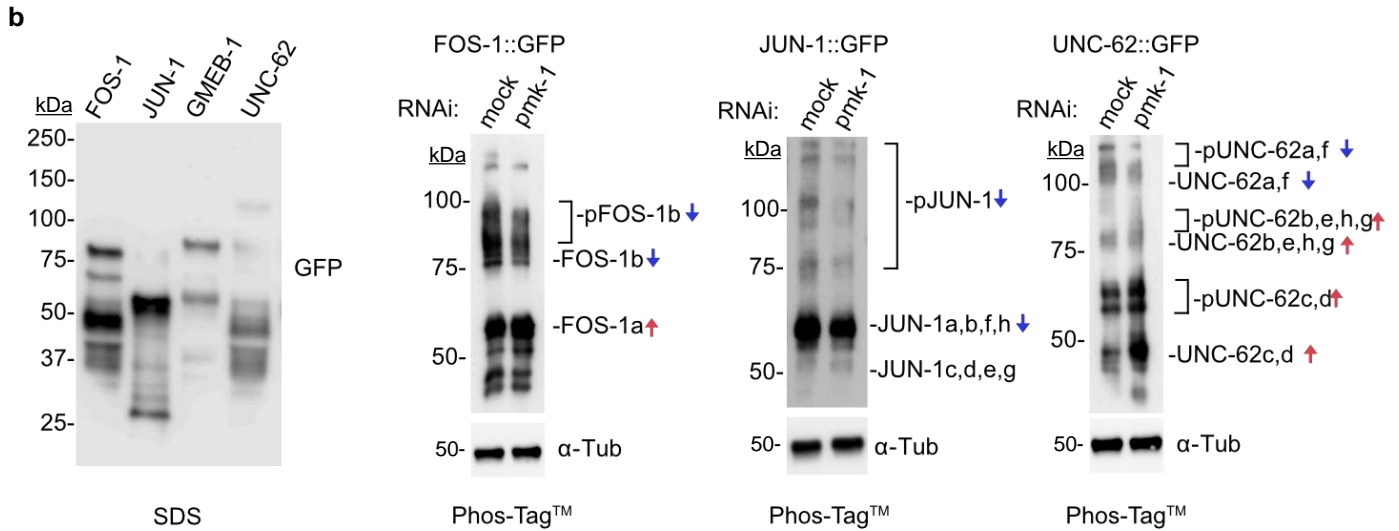

**Supplementary Figure 5.** FOS-1 JUN-1 and UNC-62 phosphorylation with *pmk-1* RNAi.

**a** Motif analyses for putative phospho-sites and MAPK docking based on eukaryotic linear motif analysis (Eukaryotic Linear Motif database). **b** Western blots of SDS and Phos-Tag™ gel of GFP tagged FOS-1, JUN-1 and UNC-62. Isoforms were estimated based on molecular weight. Phosphorylated form was determined by comparison of Phos-Tag™ and SDS. Red arrow indicates *pmk-1* RNAi treatment increased accumulation. Blue arrow indicates *pmk-1* RNAi treatment decreased accumulation. Data from one experiment with hundreds of worms per sample.

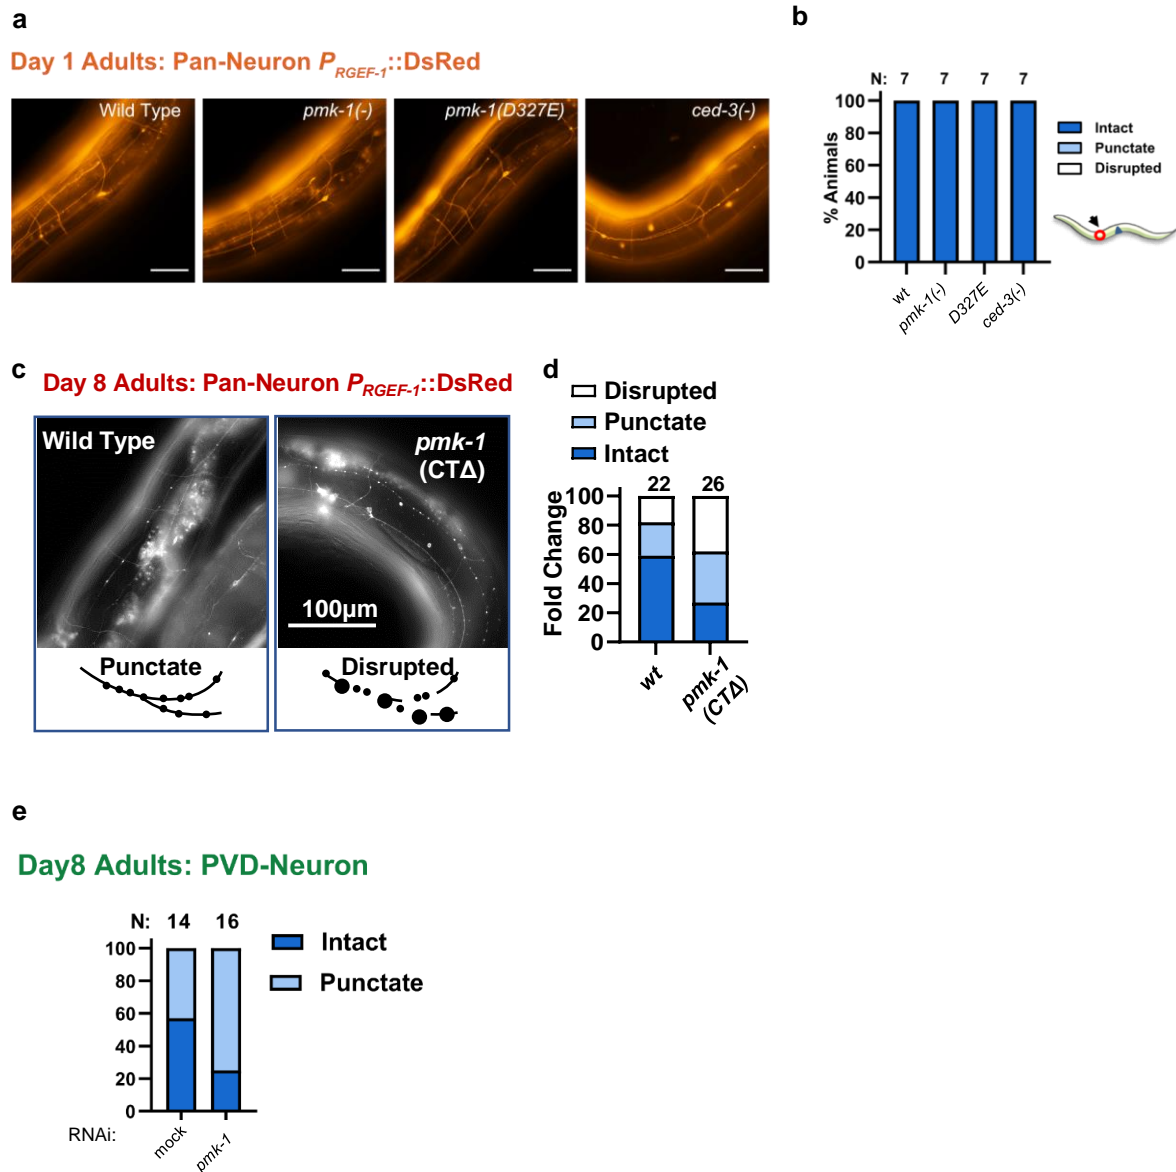

**Supplementary Figure 6.** Functions of *pmk-1* in neuronal integrity with aging.

**a-b** Day 1 images and quantification of large mid-body neuronal morphology. N, number of animals. **c-d** Day 8 images and quantification of large mid-body neuronal morphologies in *pmk-1(CTΔ)* mutants. **e** Quantification of Day 8 PVD neuronal morphologies with *pmk-1* RNAi. Number of animals listed on top of each column.

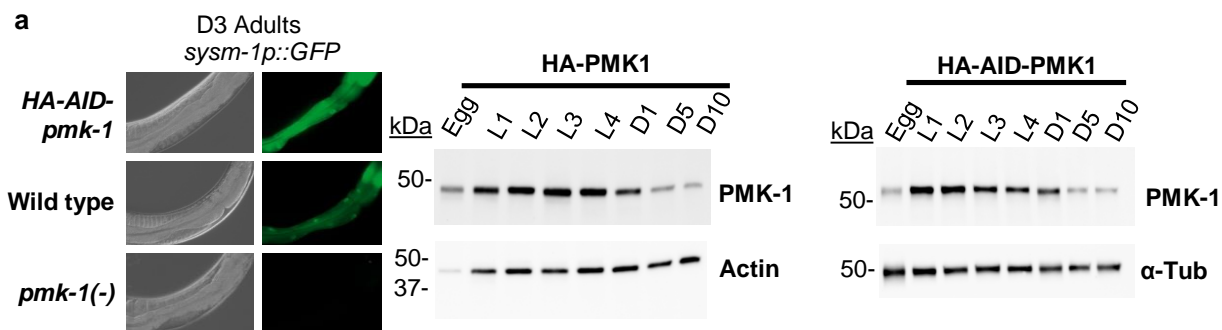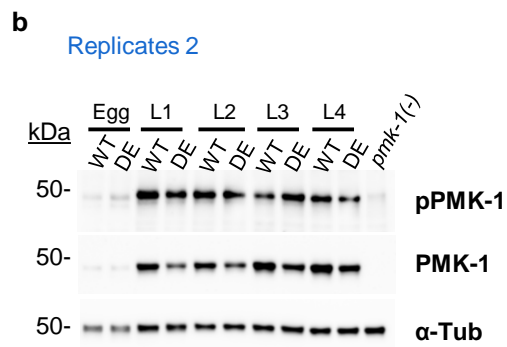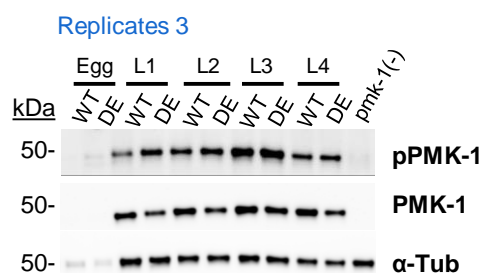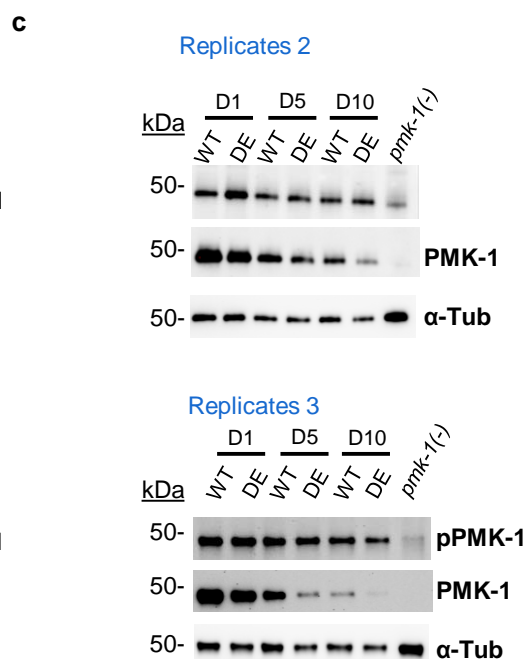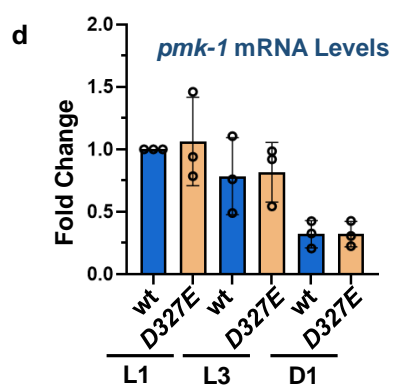

**Supplementary Figure 7.** Validation of endogenous PMK-1 tag and replicates of PMK-1 expression with development and aging.

**a** PMK-1-dependent reporter gene induced with HA-AID-tagged PMK-1 at day3 adulthood. HA-PMK-1 and HA-AID-PMK-1 expression in development and aging. Data from one experiment with hundreds of worms per sample. **b-c** Western blot replicates for N-terminal HA tagged PMK-1 in development and aging. **d** Quantitative RT-PCR of *pmk-1* (wt) versus *pmk-1(D327E)* mRNAs normalized to *ama-1*. Data are presented as mean values  $\pm$  SD. Each open circle represents one biological replicate. n=3 biological replicates.

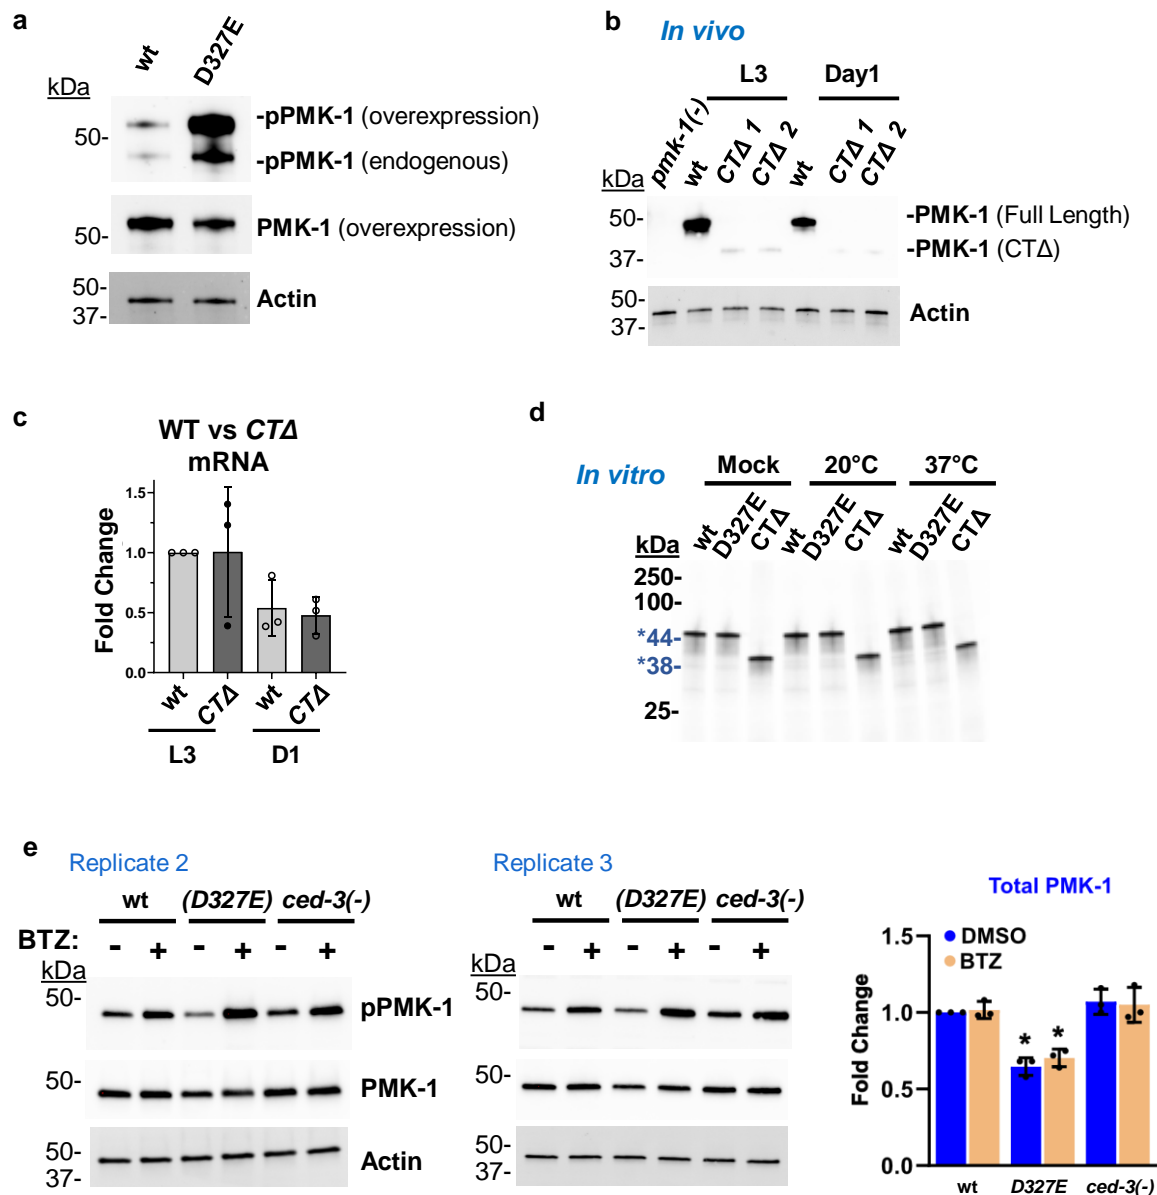

**Supplementary Figure 8.** PMK-1 overexpression, pPMK-1 expression in *ced-3(-)* mutant animals and expression of *pmk-1(CTΔ)* mutant.

**a** Replicate of PMK-1 overexpression in **Fig.5f**. **b** *In vivo* expression of PMK-1(CTΔ). **c** Quantitative RT-PCR of *pmk-1* (wt) versus *pmk-1(CTΔ)* mRNAs normalized to *ama-1*. Data shown as mean values +/- SD. n=3 biological replicates. **d** *In vitro* expression of CTΔ mutation. Data from one experiment. **e** Replicate of Bortezomib treatment in **Fig.5I** and quantification of total PMK-1 levels in 3 biological replicates. Data are presented as mean values +/- SD.

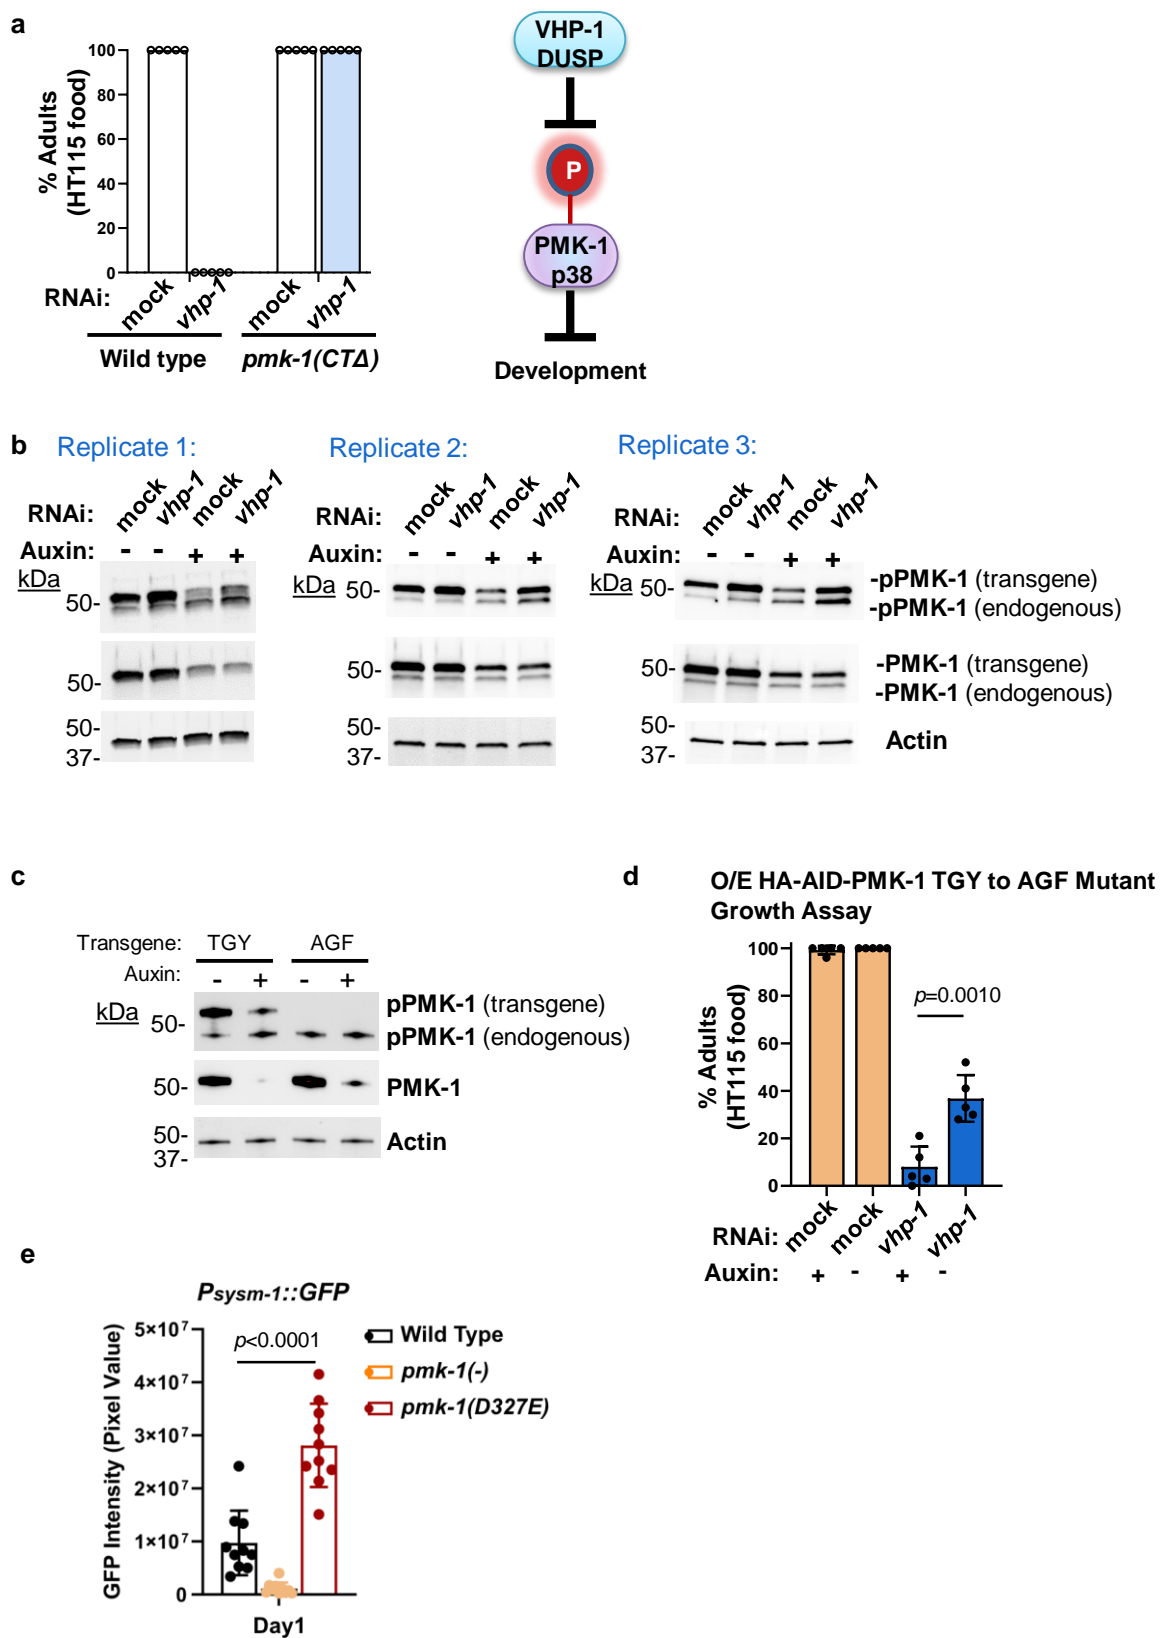

**Supplementary Figure 9.** *pmk-1*-dependent growth stall, replicates for Western blot, and transgene of *pmk-1* TGY to AGF mutant rescues growth on *vhp-1* RNAi.

**a** Developmental delay from *vhp-1* RNAi is *pmk-1*-dependent as shown by alleviation of the stall by loss of *pmk-1* function. n=5 biological replicates with 20 animals per replicate. Data are presented as mean values +/- SD. **b** Western blot for conditions showing pPMK-1 and PMK-1 changes with *vhp-1* RNAi and auxin analog (K-NAA) treatments. **c** Western blot of pPMK-1 of either wild-type PMK-1 sequence (TGY) or phospho-dead (AGF) mutation showing AGF mutation eliminates phosphorylation. Data from one experiment. **d** Developmental rate assay for *pmk-1* TGY to AGF transgene mutant. Animals were treated with mock or *vhp-1* RNAi with (+) or without (-) auxin to allow transgene expression. Each dot corresponds to a plate with 25 to 50 animals. n=5 biological replicates. Data are presented as mean values +/- SD. *p* value from two-tailed unpaired t-test. **e** Quantification of P<sub>sysm-1</sub>GFP on Day 1 of aging. n=10 animals. Data are presented as mean values +/- SD. *p* value from two-tailed, unpaired t-test.

# Supplementary material for: Modulating p38 MAPK signaling by proteostasis mechanisms supports tissue integrity during growth and aging
**Source:** Nat Commun. 2023 Jul 28;14:4543. doi: 10.1038/s41467-023-40317-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Statistics of Aging Assays.

File Name: Supplementary Data 2

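This table holds the genes that the study calls *pmk-1* dependent, with the log2 fold change of *pmk-1(-)* and of single replicates against wild type. The authors' deposited table for *pmk-1(-)* has 142 genes with an FDR below 0.1, among them each gene of the list. Of the listed genes 108 had a mean of at least 1 TPM and could be tested here. In the limma fit 65 of them passed an adjusted p below 0.1, and 106 had an unadjusted p below 0.05. Over the 12843 genes tested the log2 fold changes of the authors' deposited table and of the limma fit had a correlation of 0.934, across genes.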

Description: pmk-1 Dependent Genes mRNA seq.

File Name: Supplementary Data 3

Description: Transcription Factor Enrichment.

File Name: Supplementary Data 4

Description: Polyubiquitin Enrichment.

File Name: Supplementary Data 5

Description: *C. elegans* strains used in this study.

File Name: Supplementary Data 6

Description: Primers used for RT\_qPCR.

# Supplementary material for: Modulating p38 MAPK signaling by proteostasis mechanisms supports tissue integrity during growth and aging
**Source:** Nat Commun. 2023 Jul 28;14:4543. doi: 10.1038/s41467-023-40317-7
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All mRNA-Seq data are deposited in GEO (<https://www.ncbi.nlm.nih.gov/geo/>) accession GSE192941. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

GFP (5G4) Mouse mAb (Magnetic Bead Conjugate)(Cell Signaling TechnologyCat#67090),Validation provided by supplier\_https://www.cellsignal.com/products/antibody-conjugates/gfp-5g4-mouse-mab-magnetic-bead-conjugate/67090;  
 Anti mouse IgG, HRP linked Antibody(Cell Signaling TechnologyCat#7076),Validation provided by supplier\_https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076;  
 Anti rabbit IgG, HRP linked Antibody(Cell Signaling TechnologyCat#7074),Validation provided by supplier\_https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074;

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

## Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                       | Yes                      |                            |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                       | Yes                      |                                                                             |

## Plants

## Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

## Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

## Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

*For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

## Files in database submission

*Provide a list of all files available in the database submission.*

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Magnetic resonance imaging

### Experimental design

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

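Expression was measured by mRNA-seq in whole *C. elegans* of 9 genotypes, 21 libraries in all. There were 3 libraries each of wild type, *pmk-1(-)* and *pmk-1(D327E)*, and 2 libraries each of *daf-16(mgDf50)*, *daf-16(m26)* and their double mutants with *pmk-1(-)* or *pmk-1(D327E)*. Samples were assigned to genotypes and replicates from the sample labels, the paper and its strain list. The labels and the paper differ in the stage of the animals, and in the strain name of *daf-16(mgDf50);pmk-1(D327E)*.

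The Reporting Summary states that the authors checked single-end reads of 76 bp with fastqc 0.11.2 and fastq_screen 0.4.4, trimmed them with fastq-mcf 1.1.2-806, aligned them with STAR 2.5.10a, removed duplicate alignments with picard-tools 2.10, counted reads on RefSeq genes from iGenomes with featureCounts and normalized by trimmed mean of M values. The authors deposited TPM values for 22840 genes. The genome build, the strand setting of the counting and the treatment of reads with several matches are not named in the paper's text. The authors also deposited 8 tables of edgeR comparisons of each mutant with wild type, which hold log2 fold changes, log2 CPM values, test scores and p-values with their FDR. Values from those tables are named as such wherever they are printed. Their log2 fold changes equal those printed in Supplementary Data 2 for the genes compared.

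Each library sums to 1000000.0 TPM. A TPM value keeps no depth, because the value of 1 read differs between genes, so depth is unknown, and no interval or detection limit that needs it is given. Removing duplicate alignments from single-end reads limits the values of short and highly expressed genes. Reads of near-identical genes, such as the *msp*, *vit*, *C17H12* and *F55G11* families, could be split between copies. The table includes features that are not coding genes, among them 282 *21ur* and 12 *mir* genes within the tested set. Of the *21ur* genes changed in *pmk-1(-)*, 3 lie inside a longer gene in the WBcel235 annotation, which was used only for names and gene order; 12611 of the 12843 tested genes were found in it by name.

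From the TPM values, log2(TPM + 1) was computed. The 12843 genes with a mean of at least 1 TPM over all libraries were fitted with limma 3.58.1 (R 4.3.3) with an intensity trend and robust estimation, in one model of the 9 genotypes. Contrasts were each mutant against wild type, each double mutant against its *daf-16* single mutant, and the 4 interactions of a *pmk-1* mutation with a *daf-16* allele. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p below 0.1. Listed genes under the filter, 1 lysosomal, 4 PVD and 2 extracellular genes, contributed fold changes but no test. Permutation tests, exact tests and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Genes named in the text are *pmk-1*, *daf-16*, genes that the paper or its supplementary data name, and for each mutant the 3 largest rises and the 3 largest falls past the threshold that were changed in every mutant library against every wild-type library. Other genes named in the closing section were chosen after their values were seen.

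The fit was tested on simulated data with independent errors and 200 changed genes among 12843, whose log2 changes were at least 1 in size. It recovered 89% of them with 3 libraries against 3, 90% with 2 against 3 and 83% with 2 against 2, and called 21, 18 and 30 of the unchanged genes. Smaller changes were not simulated, so these shares do not apply to them. Comparisons that share the wild-type libraries were set against 100 simulated draws with unchanged groups. These draws used independent errors and did not model the deviations that libraries with the same replicate number share.

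Replicate numbers were checked for pairing by the correlation of the deviations from the genotype means. Between *pmk-1(-)* and wild type the correlations were 0.196, 0.856 and 0.424 for replicates 1, 2 and 3, so the numbers pair these libraries, and the pairing is known from the values alone. Between *pmk-1(D327E)* and wild type they were 0.017, 0.711 and 0.766, and genotypes with 2 libraries have too few pairs to decide. No 2 libraries held identical values; the highest correlation between 2 libraries was 0.995.

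Alternatives set before the data were examined were a pseudocount of 0.1 or 0.5, no filter, a mean of at least 5 TPM, rescaling of each library to a median log ratio of 0, a fit of only the genotypes compared, a replicate block, an adjusted p below 0.05, limma without trend and robust estimation, stricter definitions of an inverse change, wild type as the control of the *daf-16* backgrounds, and leaving out each library. The mean of the *msp* genes as a covariate and the removal of *21ur* and *mir* genes were added after seeing the data. Count models were not run, because the values are not counts. Enrichment analyses, the transcription factor columns of the other lists, proteomics, lifespan and imaging data were not analysed here.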

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

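The tests in this part were chosen after the results were seen.

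A difference between *daf-16* backgrounds was found for a few genes. The interaction of *pmk-1(-)* with *daf-16(mgDf50)* passed an adjusted p below 0.1 (limma) for 10 genes and that of *pmk-1(D327E)* with *daf-16(mgDf50)* for 14 genes. With *daf-16(m26)* these numbers were 2 and 3. *ZC317.7* and *T03D3.5* passed for *pmk-1(-)* with both alleles. *ZC317.7* fell from 8.06 TPM in wild type to 1.68 TPM in *pmk-1(-)*, and was at 1.92 TPM in *daf-16(mgDf50)* and 3.61 TPM in *daf-16(m26)*. With *pmk-1(-)* added it was at 8.32 TPM in the *mgDf50* and 7.69 TPM in the *m26* background, so the *pmk-1(-)* effect was reversed within *daf-16(mgDf50)* (log2 fold change 1.67, limma, adjusted p = 0.00807). Within *daf-16(m26)* the rise did not pass (log2 fold change 0.93, limma, adjusted p = 0.404). Low values that cannot fall further on the log2(TPM + 1) scale are a candidate explanation. With a pseudocount of 0.1 the number of genes with an interaction of *pmk-1(-)* with *daf-16(mgDf50)* was 9, and *F42A9.6*, at 24.4 to 90.7 TPM in the 9 genotypes, is far from that limit, which argues against it as the whole cause. Each genotype was a single strain, so an effect of the genotype and a variant carried by the strain stay open for these genes. *F56A4.3* shows such a pattern: it was listed at 0 in wild type, in *daf-16(m26)* and in each of the 3 genotypes with *pmk-1(D327E)*, and had a mean of 6.12 TPM in *pmk-1(-)*, 13.1 TPM in *daf-16(mgDf50)*, 9.47 TPM in *daf-16(mgDf50);pmk-1(-)* and 9.55 TPM in *daf-16(m26);pmk-1(-)*.

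A signal in genes outside the lists of the paper was seen in each single mutant. In *pmk-1(-)* 15 such genes changed, 3 higher and 12 lower. False calls are a candidate explanation: 12 of the 15 moved in the same direction with *pmk-1(-)* in both *daf-16* backgrounds (one-sided exact binomial test against random directions, which treats genes as independent, p = 1.24e-05), which argues against it as the whole cause. Of the 15, 4 are *21ur* genes, which mRNA-seq is not made to measure. Variants linked to *pmk-1* that change the gene they lie in or next to are argued against for the 7 genes that lie on other chromosomes than *pmk-1*. The other 8 of the 15 lie on its chromosome, against 18.6% of the other tested genes (Fisher's exact test, two-sided, p = 0.00267, adjusted over 6 sets of genes 0.00801). Without the *21ur* genes it is 5 of 11, against 17.3% (Fisher's exact test, two-sided, p = 0.0287, adjusted 0.0574), and a share of 0.0878 of 12611 rotations of the gene order placed 8 or more of the 15 there. For the genes on this chromosome an effect of *pmk-1* and linked variants cannot be told apart, because the excess depends on the genes and test used and each genotype was 1 strain. Outside the lists, 3 genes changed in *pmk-1(D327E)*, 36 in *daf-16(mgDf50)* and 19 in *daf-16(m26)*. *grd-15* rose from 0.149 TPM in wild type to 13.2 TPM in *pmk-1(D327E)*, a log2 fold change of 3.61 (standard error 0.27, limma, adjusted p = 1.88e-05). It did not rise in the double mutants, with log2 fold changes of -0.18 against *daf-16(mgDf50)* and -0.01 against *daf-16(m26)*. The log2 interaction with *daf-16(mgDf50)* was -3.80 (limma, adjusted p = 0.001), which argues against an effect of the *pmk-1(D327E)* allele that needs no *daf-16*. *lec-3* fell by 2.31 on the log2 scale in *pmk-1(D327E)* (limma, adjusted p = 0.00546) and did not fall in the double mutants. Its log2 interaction of 2.32 with *daf-16(mgDf50)* did not pass over all genes (limma, adjusted p = 0.174), but passed with a pseudocount of 0.1, with the replicate number as a block and with the *msp* mean as a covariate, which was chosen after seeing the data. For *lec-3* an effect that needs no *daf-16* therefore stays open too. An effect that needs *daf-16* and a variant of the *pmk-1(D327E)* strain both stay open for *grd-15* and *lec-3*, since each genotype was 1 strain.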

How the results depend on the processing

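The counts of changed genes in the *daf-16* single mutants moved most with the way the replicates were treated. Some other counts, such as that of *pmk-1(-)* within *daf-16(mgDf50)*, moved more with other alternatives, given below. With the replicate number as a replicate block, 215 genes changed in *pmk-1(-)* in place of 81, 26 in *pmk-1(D327E)*, 15 higher and 11 lower, in place of 10, 4452 in *daf-16(mgDf50)* in place of 47 and 2977 in *daf-16(m26)* in place of 25. All 81, 10, 47 and 25 genes remained among them. Within the *daf-16* backgrounds *pmk-1(-)* then changed 127 genes in place of 52 with *mgDf50* and 166 in place of 46 with *m26*. Interactions with *pmk-1(D327E)* then numbered 29 with *mgDf50* and 5 with *m26*, and those of *pmk-1(-)* with *m26* numbered 5. In *daf-16(mgDf50)* 23 PVD and 12 lysosomal genes passed under the block, and in *daf-16(m26)* 12 and 9. Of the extracellular genes 11 and of the lysosomal genes 16 in place of 5 passed in *pmk-1(-)*, and the share of inverse changes among the 215 genes was 60.5%. By the check used, the numbers pair all 3 replicates of *pmk-1(-)* and wild type. For *pmk-1(D327E)* and wild type the correlations were 0.711 and 0.766 for replicates 2 and 3, but 0.017 for replicate 1. Genotypes with 2 libraries have too few pairs to decide, so pairing is not excluded for them. The cause was not tested apart from the stage markers described among the other observations.

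With only the libraries of the genotypes compared, which leaves fewer libraries to estimate the spread, 19 genes changed in *pmk-1(-)*, 4 in *daf-16(mgDf50)* and 69 in *daf-16(m26)*. Within the backgrounds *pmk-1(-)* changed 9 genes with *mgDf50* and 202 with *m26*. The interaction counts were 6 for *pmk-1(D327E)* with *mgDf50* and 1 for *pmk-1(-)* with *m26*, 0 PVD genes passed in *daf-16(mgDf50)*, and 9 immune, 2 extracellular, 9 PVD and 2 lysosomal genes passed in *pmk-1(-)*.

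Without a filter, 47 genes changed in *daf-16(m26)* and 80 in *pmk-1(-)* within *m26*. The interactions of *pmk-1(-)* then numbered 20 with *mgDf50* and 7 with *m26*, and those of *pmk-1(D327E)* 30 and 8. With a mean of at least 5 TPM, which tests fewer genes, the interaction of *pmk-1(D327E)* with *mgDf50* passed for 5 genes. At an adjusted p below 0.05, 27 genes changed in *daf-16(mgDf50)*, 1 PVD gene passed there, and the interactions with *mgDf50* numbered 6 for *pmk-1(-)* and 9 for *pmk-1(D327E)*. With each library rescaled, the interactions with *m26* numbered 4 for *pmk-1(-)* and 5 for *pmk-1(D327E)*; the cause was not tested. Rescaling moved no share of lower genes among the single mutants by more than 10 percentage points.

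The share of the 81 genes inversely changed was 54.3% when all 3 *pmk-1(D327E)* libraries had to be opposite and 3.7% when the gene also had to pass the threshold in *pmk-1(D327E)*, both stricter by construction. The other alternatives left the share over the genes called in each, the share over the genes of Supplementary Data 2 and the counts of inverse PVD and lysosomal genes within 1.5 times their values. The share over the called genes left the 95% interval of the 81 genes with the replicate block and with 2 of the left-out libraries, given below. These shares are over the genes called in each fit, not over the 81 genes. The count furthest from its value was that of lysosomal genes in *mgDf50* with wild type as the control, 13 in place of 19.

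The mean of the *msp* genes as a covariate was chosen after seeing the data. With it 185 genes changed in *pmk-1(-)*, 23 in *pmk-1(D327E)*, 1203 in *daf-16(mgDf50)* and 42 in *daf-16(m26)*, and 427 in *pmk-1(-)* within *mgDf50*. Within *m26* the count also rose by more than 1.5 times and is not given here. The interactions of *pmk-1(-)* numbered 26 and 7 and those of *pmk-1(D327E)* 43 and 6. In *daf-16(mgDf50)* 13 PVD and 6 lysosomal genes passed, and 10 extracellular and 15 lysosomal genes passed in *pmk-1(-)*.

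Leaving out each library in turn gave 52 to 190 changed genes in *pmk-1(-)*, 190 without *pmk-1(-)* replicate 2, 52 without wild type replicate 1 and 53 without wild type replicate 3, 5 to 10 in *pmk-1(D327E)*, 24 to 34 in *daf-16(mgDf50)* and 13 to 20 in *daf-16(m26)*. In *pmk-1(D327E)* the count was 5 or 6 without any library other than wild type replicate 1. Without wild type replicate 2 it was 24 in *daf-16(mgDf50)* and 13 in *daf-16(m26)*, and without wild type replicate 1 it was 27 in *daf-16(mgDf50)*. The interactions of *pmk-1(-)* ranged from 6 to 8 with *mgDf50* and from 2 to 3 with *m26*, and those of *pmk-1(D327E)* from 7 to 12 and from 2 to 3. The 6 with *pmk-1(-)* and *mgDf50* was reached without *pmk-1(-)* replicate 3 or wild type replicate 2, and the 7 with *pmk-1(D327E)* and *mgDf50* without *pmk-1(D327E)* replicate 1 or wild type replicate 2; without *pmk-1(D327E)* replicate 2 or 3 it was 8. The inverse share ranged from 60.5%, without *pmk-1(-)* replicate 2, to 81.5%, without wild type replicate 2, for the called genes and from 70.5% to 80.6% for the genes of Supplementary Data 2. Inverse PVD genes ranged from 32 to 36 with *daf-16* intact, 27 to 36 in *mgDf50* and 26 to 37 in *m26*, and inverse lysosomal genes from 19 to 22, 17 to 20 and 19 to 22. PVD genes changed in *daf-16(mgDf50)* ranged from 1, without wild type replicate 2 or 3, to 2, immune genes in *pmk-1(-)* from 16 to 25, PVD genes from 16 to 25, lysosomal genes from 3, without wild type replicate 1 or 2, to 10, without *pmk-1(-)* replicate 2, and extracellular genes from 3, without wild type replicate 2, to 9, without *pmk-1(-)* replicate 2. Where a *daf-16* genotype would be left with 1 library, no call was made.

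For 31 combinations of a gene and a contrast, most of them of genes named in the text, 509 values under the alternatives were compared. Of these, 480 kept their direction and their side of the threshold, 18 were weaker, 11 stronger and 0 reversed. Other named genes, such as *ZC317.7*, *T03D3.5*, *F42A9.6* and *F56A4.3*, were not among them. The difference of the stage marker means between a *pmk-1* mutant and wild type moved with single libraries. For the sperm genes in *pmk-1(-)* it ranged from -0.207, without wild type replicate 2, to 0.921, without *pmk-1(-)* replicate 2, for the yolk genes from -0.418 to -0.133 and for the molting genes from -0.202 to 0.022. In *pmk-1(D327E)* these ranges were -0.338 to 0.62, -0.116 to -0.069 and -0.017 to 0.166. DESeq2 was not run, since no counts were used. Depth is unknown, so it cannot be said which low genes it limits.

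Among the 10 splits of the 6 *pmk-1(-)* and wild-type libraries into groups of 3, 2 gave at least 81 genes. The other split set *pmk-1(-)* replicates 1 and 3 and wild type replicate 3 against the rest and gave 7488 genes. It parts the libraries along the first axis of variation, at 42.5, 1.13 and 2.56 on one side and -60.24, -54.64 and -21.08 on the other; 215 genes changed in *pmk-1(-)* with the replicate block. Of the 4 splits that part all 3 pairs, the real one gave 81 genes and the others 0, with 94, 150 and 147 genes at an unadjusted p below 0.05. For *pmk-1(D327E)* 1 of 10 splits, the real one, gave at least 10 genes. With 10 splits a share below 0.1 cannot be reached, so this count does not decide. Other libraries do argue against false calls as the whole cause. Of the 81 genes 72 moved in the same direction with *pmk-1(-)* in *daf-16(mgDf50)*, 71 in *daf-16(m26)* and 66 in both (one-sided exact binomial test against random directions, which treats genes as independent, p = 2.16e-26), and 40 and 35 also passed the threshold there. Of the 10 genes of *pmk-1(D327E)* 6 moved in the same direction in both (one-sided exact binomial test, p = 0.0197), and 2 passed in each. These tests were chosen after the results were seen.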

Differences from the paper's values

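Supplementary Data 2 of the paper lists 48 genes that rise in *pmk-1(-)*, against 12 genes higher at an adjusted p below 0.1 here. For genes that fall, the paper lists 81, against 69 here. Of the alternatives set before the data were examined, only the replicate block brought the number of risen genes within 1.5 times of the paper's, with 66 genes; without *pmk-1(-)* replicate 2 it was 103, and the others gave 2 to 14. With the *msp* mean as a covariate, chosen after seeing the values, it was 48. The paper's log2 fold changes in *pmk-1(-)* from Supplementary Data 2 were larger in size than those on the log2(TPM + 1) scale for 4 genes: -7.81 against -4.40 for *C17H12.8*, -5.67 against -4.31 for *nlp-31*, -4.57 against -3.48 for *T24B8.5* and -4.07 against -3.20 for *F35E12.5*. With a pseudocount of 0.1 the values were -6.78, -5.62, -4.45 and -3.94, each within the larger error of the paper's value. With a pseudocount of 0.5 this held only for *F35E12.5*, and none of the other alternatives set before the data were examined closed these gaps. *nlp-29*, which the paper lists, did not pass here, but passed with the replicate number as a block, without *pmk-1(-)* replicate 1 and with the *msp* mean as a covariate, chosen after seeing the values.

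For the PVD and lysosomal gene sets, the paper states that loss of *daf-16* also affects most genes altered by loss of *pmk-1*, and later that it affects many such lysosomal genes. It plots log2 fold changes and names no threshold for this, so the counts here use another criterion. Counts by the size of the fold change are given beside its statement above. In the authors' deposited tables, 7 PVD and 0 lysosomal genes had an FDR below 0.1 in *daf-16(mgDf50)*, and 5 and 1 in *daf-16(m26)*. Of the 38 PVD genes tested here 2 passed in each *daf-16* mutant, with 18 at an unadjusted p below 0.05 in *daf-16(mgDf50)* and 10 in *daf-16(m26)*. Here 0 of the 24 lysosomal genes tested passed in either *daf-16* mutant, with 5 at an unadjusted p below 0.05 in each. With the replicate number as a block, 12 passed in *daf-16(mgDf50)* and 9 in *daf-16(m26)*, and 23 and 12 of the PVD genes. With the *msp* mean as a covariate, chosen after seeing the data, 6 lysosomal and 13 PVD genes passed in *daf-16(mgDf50)*.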

Other observations

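The tests of genes near *daf-16*, of DAF-16 sites, of the stage markers and of the stage dependence of the list were written down before their results were seen; the other tests in this part were chosen after.

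Libraries with the same replicate number mostly deviated from their genotype means together, with a correlation of the deviations above 0.1 for 52 of 60 pairs. Replicate 1 of *pmk-1(D327E)* did not, with correlations from -0.318 to 0.017 with replicate 1 of the other genotypes. The mean correlation of these deviations over 60 pairs of libraries was 0.392, where genotypes with 2 libraries each, whose deviations mirror each other, count once per pair of genotypes, and the first axis of variation held 52.2% of the variance. The mean product of these deviations over genes, which a shift of a whole library changes, kept 102.2% of its value after each library was rescaled. This argues against a difference in library scaling as the whole cause. A difference in developmental stage is a candidate explanation. Within genotypes, molting genes written down beforehand moved with the axis computed without them (Pearson r = 0.771, exact permutation p = 0.00781, adjusted over 3 marker sets 0.0117; Spearman rho = 0.875, exact permutation p = 0.00376), and so did sperm genes (Pearson r = 0.918, exact permutation p = 0.000145, adjusted 0.000435; Spearman rho = 0.904, exact permutation p = 0.000217). Yolk genes moved the other way (Pearson r = -0.658, exact permutation p = 0.0773, adjusted 0.0773; Spearman rho = -0.609, exact permutation p = 0.0514), which did not pass 0.05. Without the 2 libraries farthest along the axis these r values were 0.779, 0.863 and -0.531. Among the 9 libraries of replicate 1 alone they were 0.462, 0.828 and -0.445, and among the 9 of replicate 2 they were 0.753, 0.975 and -0.233. The permutations shuffled the libraries of each genotype separately. Because libraries with the same number deviate together, the permutation p-values may be too small. Of the markers, 9 of 17 molting, 29 of 31 sperm and 6 of 6 yolk genes were expressed, and adults and late larvae share many of them.

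Under the replicate block, 99.4% of the 2977 genes called in *daf-16(m26)* moved in the direction of their loading on this axis, and 99.3% of the 4452 called in *daf-16(mgDf50)*. With the *msp* mean as a covariate 42 and 1203 genes were called. A stage difference between the *daf-16* mutants and wild type and an effect of *daf-16* on genes that also change with stage cannot be told apart here, because stage was not varied within a genotype by design.

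The paper's *pmk-1(-)* list does not follow the stage axis more than other genes. In the 15 libraries of the other 7 genotypes, the median absolute correlation with the axis within genotypes was 0.6 for the 35 tested genes that rise and 0.722 for the 73 that fall. For 10000 random lists matched on mean expression the medians were 0.797 and 0.804, which places the lists at percentiles 0.41 and 2.76. This argues against a stage difference between libraries as the whole cause of the list.

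Genes near *daf-16* were examined, because a strain could carry variants linked to its allele. Among the 200 tested genes next to *daf-16*, 1 gene was called in *daf-16(mgDf50)* and 1 in *daf-16(m26)*, against 42 and 23 of 12410 genes elsewhere (Fisher's exact test, two-sided, p = 0.498 and 0.319, adjusted over 4 comparisons 0.996 and 0.996). In *daf-16(mgDf50)* 39 of the 44 called genes with a known place, and in *daf-16(m26)* 21 of 24, lay on other chromosomes than *daf-16*. This argues against variants linked to *daf-16* that change the gene they lie in or next to as the source of these calls. For the called genes on the chromosome of *daf-16*, 5 with *daf-16* itself in *daf-16(mgDf50)* and 3 in *daf-16(m26)*, linked variants and effects of *daf-16* cannot be told apart, because each allele was carried by 1 strain. For *pmk-1* the 200 nearest tested genes held 1 called gene in *pmk-1(-)*, *F42A9.6*, and 0 in *pmk-1(D327E)*, against 80 and 10 elsewhere (Fisher's exact test, two-sided, p = 1.0 for both, adjusted 1.0). Over its whole chromosome, however, 29 of the 81 genes called in *pmk-1(-)* were found, against 18.5% of the other tested genes (Fisher's exact test, two-sided, p = 0.00026, adjusted over 6 sets of genes 0.00156), and 0 of the 10 called in *pmk-1(D327E)* (p = 0.225, adjusted 0.27). Neighbouring genes that change together are a candidate explanation: when the calls were rotated along the gene order, which keeps neighbours together, a share of 0.193 of 12611 rotations placed as many on this chromosome. Such neighbours and variants farther from *pmk-1* cannot be told apart, because the rotations do not exclude the first and each genotype was 1 strain.

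DAF-16 binding sites were tested as well. If a site marked the genes that respond to *daf-16* loss, lysosomal genes with a site would change more. The smaller of the p-values for the 2 alleles was 0.0753 (two-sided permutation test), with the larger mean change in genes without a site, so the 25 genes do not decide it.

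In all 8 mutants, 7 genes differed from wild type in one direction at an unadjusted p below 0.05, namely *F25E5.1*, *T10B10.3*, *F36D3.1*, *snt-2*, *R12B2.2*, *tra-3* and *ceh-20*, all lower. These genes were chosen after their values were seen. Of these, *F25E5.1* and *snt-2* passed an adjusted p below 0.1 in all 8 mutants, and in 100 simulated draws the highest number of such genes was 0. With the replicate number as a block 5 genes passed in all 8, *F25E5.1*, *snt-2*, *F36D3.1*, *tra-3* and *F30B5.4*. Without the block, and with wild type replicate 2 or 3 left out, only *F25E5.1* passed in all 8. The 0 in the draws argues against chance values of the shared wild-type libraries as the whole cause for *F25E5.1* and *snt-2*, less firmly for *snt-2*, which depends on wild type replicates 2 and 3. A variant of the wild-type strain and effects of the mutations stay open for them and were not tested. For the other 5 genes, chance is a candidate explanation: simulated draws gave 2.75 genes lower or higher in all 8 at an unadjusted p below 0.05 on average and 6 at most. The draws did not model deviations shared between libraries, so for these 5 genes chance and a difference of the wild-type strain cannot be told apart. *F25E5.1* was at 57.3 TPM in wild type and between 11.1 and 18.5 TPM in the 8 mutants.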
